# Genome-Wide Analysis of Nascent Transcription in *Saccharomyces cerevisiae*

**DOI:** 10.1534/g3.111.000810

**Published:** 2011-12-01

**Authors:** Anastasia McKinlay, Carlos L. Araya, Stanley Fields

**Keywords:** yeast, *Saccharomyces cerevisiae*, transcription, nuclear run-on assay, high-throughput sequencing, RNA stability

## Abstract

The assessment of transcriptional regulation requires a genome-wide survey of active RNA polymerases. Thus, we combined the nuclear run-on assay, which labels and captures nascent transcripts, with high-throughput DNA sequencing to examine transcriptional activity in exponentially growing *Saccharomyces cerevisiae*. Sequence read data from these nuclear run-on libraries revealed that transcriptional regulation in yeast occurs not only at the level of RNA polymerase recruitment to promoters but also at postrecruitment steps. Nascent synthesis signals are strongly enriched at TSS throughout the yeast genome, particularly at histone loci. Nascent transcripts reveal antisense transcription for more than 300 genes, with the read data providing support for the activity of distinct promoters driving transcription in opposite directions rather than bidirectional transcription from single promoters. By monitoring total RNA in parallel, we found that transcriptional activity accounts for 80% of the variance in transcript abundance. We computed RNA stabilities from nascent and steady-state transcripts for each gene and found that the most stable and unstable transcripts encode proteins whose functional roles are consistent with these stabilities. We also surveyed transcriptional activity after heat shock and found that most, but not all, heat shock-inducible genes increase their abundance by increasing their RNA synthesis. In summary, this study provides a genome-wide view of RNA polymerase activity in yeast, identifies regulatory steps in the synthesis of transcripts, and analyzes transcript stabilities.

Changes in mRNA steady-state levels reflect the combined effect of changes in RNA synthesis and degradation. Thus, measurement of only steady-state transcript levels provides an incomplete view of transcriptional regulation. Proper control of transcription is achieved by regulation at several steps: (1) preinitiation complex assembly; (2) promoter escape (or early elongation); (3) productive elongation; and (4) transcription termination (Fuda *et al.* 2009). Although the spatial distribution of RNA polymerase II can be used to assess transcriptional regulation, polymerase occupancy alone, as detected by chromatin immunoprecipitation, cannot discriminate between polymerases that are simply bound to promoters and those that are transcriptionally engaged. For example, yeast RNA polymerase II associates with many transcriptionally inactive promoters (Radonjic *et al.* 2005).

The nuclear run-on (NRO) assay traditionally has been used to assess the transcription of individual genes (Brown *et al.* 1984; Gariglio *et al.* 1981) and remains the most reliable method of directly measuring transcriptional activity. This method consists of (1) isolation of cell nuclei; (2) isotopic labeling of nascent RNA; and (3) hybridization of labeled RNA to a slot blot, which is then exposed to film. The NRO assay has been scaled up to analyze transcription on a genome-wide basis. Combining this assay with hybridization to nylon macroarrays, García-Martínez *et al.* (2004) and Pelechano *et al.* (2009) detected distinct classes of yeast genes that change their transcription in response to stimuli. By using human cell lines, Core *et al.* (2008) coupled the NRO assay to high-throughput sequencing to provide a genome-wide view of transcriptional activity and identified classes of genes with paused RNA polymerase II near their transcription start sites (TSS).

In this study, we coupled the NRO assay with high-throughput sequencing to analyze transcriptional control in *S. cerevisiae* and found that polymerase recruitment is the predominant form of regulation. However, we demonstrate that, as in metazoans, postrecruitment steps are important for transcriptional regulation in yeast. We used the parallel measurement of nascent transcription and of steady-state RNA to examine the relationship between transcript synthesis, abundance, and stability. We also used this technology to analyze the transcriptional response to heat shock. In summary, we present a high-resolution view of yeast transcription that discriminates among different modes of transcriptional regulation.

## Materials and Methods

### Yeast strains and media

*S. cerevisiae* strain BY4742 was used (Brachmann *et al.* 1998). BY4742 was grown in yeast extract-peptone dextrose medium (2% glucose, 2% peptone, 1% yeast extract) at 30° to exponential growth phase (OD_600_ = 0.5−0.6).

### NRO RNA library construction

NRO assays were performed as described (Garcia-Martinez *et al.* 2004) by the use of approximately 10^7^ cells. *In vitro* transcription was performed with 12 µL of biotin-16-UTP (10 mM; Roche) instead of 13 µL of [^α-33^P]UTP. Total RNA was extracted with hot phenol, treated with Turbo DNase I that was passed through CentriSpin columns (Princeton Separations, Adelphia, NJ). An aliquot of total RNA was used for total RNA library construction (see *Materials and Methods*, Total RNA library construction). Biotinylated RNA was precipitated from total RNA with Dynabeads MyOne Streptavidin C1 (Invitrogen, Carlsbad, CA). Binding was performed in 5 mM Tris-HCl (pH 7.5), 0.5 mM ethylene diamine tetra-acetic acid and 1 M NaCl for 20 min at 42° and 2 hr at room temperature with rotation as described (Patrone *et al.* 2000). Beads were first washed three times with 800 µL of binding buffer and then washed twice with 800 µL 2x saline sodium citrate (SSC)/15% formamide buffer for 15 min, followed by a 5-min wash in 800 µL 2x SSC. The beads were then washed twice more with 2x SSC with 15% formamide followed by a wash with 2x SSC and a final wash with TE buffer. RNA was eluted from beads by adding 50 µL of 10 μM ethylene diamine tetra-acetic acid /95% formamide and incubation at 65° for 5 min. Eluted RNA was precipitated, fragmented (Ambion Fragmentation kit; Ambion, Austin, TX), and used for strand-specific Illumina sequencing library preparation as described (Parkhomchuk *et al.* 2009). In brief, this protocol relies on marking the second strand with dUTP during synthesis followed by its degradation after adaptor ligation and size selection. A comparative analysis of strand-specific RNA sequencing methods (Levin *et al.* 2010) identified this method as leading by performance across tested criteria. DNA libraries were submitted for 36-bp single-end sequencing.

#### For 5′-end sense strand sequencing

PE adapters sequences:

5′ P-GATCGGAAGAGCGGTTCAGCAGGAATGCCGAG
5′ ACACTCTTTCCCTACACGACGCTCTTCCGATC*T

PE PCR primers:

5′ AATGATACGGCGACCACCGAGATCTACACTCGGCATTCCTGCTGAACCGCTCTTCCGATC*T
5′ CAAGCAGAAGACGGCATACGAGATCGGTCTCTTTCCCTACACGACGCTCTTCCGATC*T

PE sequencing primer:

5′ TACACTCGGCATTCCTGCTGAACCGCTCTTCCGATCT

#### For 3′-end sense strand sequencing.

PE adapters sequences:

5′ P-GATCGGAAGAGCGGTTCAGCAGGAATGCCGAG
5′ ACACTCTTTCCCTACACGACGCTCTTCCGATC*T

PE PCR primers:

5′   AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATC*T
5′   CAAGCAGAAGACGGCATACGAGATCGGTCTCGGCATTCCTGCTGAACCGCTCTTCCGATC*T

PE sequencing primer:

5′ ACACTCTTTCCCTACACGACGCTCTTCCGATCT

* indicates a phosphorothioate bond.

### Total RNA library construction

Total RNA was treated with Turbo DNase I, fragmented (Ambion Fragmentation kit) and used for Illumina sequencing library preparation as described (Parkhomchuk *et al.* 2009). In brief, approximately 50 ng of total RNA was used for first-strand synthesis with random hexamers. After subsequent removal of dNTPs with NucAway Spin Columns (Ambion), second-strand synthesis was performed in the presence of dUTP. Double-stranded cDNA was purified with the PureLink PCR purification kit (Invitrogen) and subjected to end repair, A-tailing, and adaptor ligation steps. DNA libraries were fractionated on a nondenaturing 1x TBE, 6% acrylamide gel (Invitrogen), and fragments between 250 and 350 bp were excised from the gel and eluted by incubation in TE at room temperature with vigorous shaking for 30 min. Uridine-containing, second-strand synthesis products were digested with Uracil-N-Glycosylase (Applied Biosystems). Libraries were amplified via 16 PCR cycles. PCR products were cleaned (Invitrogen PureLink, Agencourt AMPure XP; Beckman Coulter Genomics, Danvers, MA) and submitted for 36-bp single-end sequencing.

### Assessment of the NRO assay performance for the enrichment of nascent RNA

Two different regions of *Arabidopsis thaliana* ELF3 gene were transcribed *in vitro* either in the presence of UTP or B16UTP. B16UTP- and UTP-labeled transcripts from two regions were mixed at approximately 10^9^ copies and added to 50 μg of yeast total RNA as spike-in controls. The selection experiments were performed in triplicates to obtain average Cp values. Fold of enrichment (*f*) of B16UTP-RNA over nonspecifically bound UTP-RNA on streptavidin beads was calculated on the basis of the differences in their Cp values and adjusted by the differences in Cp values observed in their corresponding inputs:

$$f=\frac{2^{NRO(UTP-RNA).Cp-NRO(B16UTP-RNA).Cp}}{2^{Input(UTP-RNA).Cp-Input(B16UTP-RNA).Cp}}$$

### Sequence alignment

We aligned quality control-filtered reads from the NRO and total RNA libraries to the UCSC sacCer2 reference genome by using *Maq* (http://maq.sourceforge.net) with default parameters and filtered to retain high confidence alignments (mapping quality ≥ 30). The quality-filtered alignments were used to compile a strand-specific measure of abundance for transcribed bases in the genome, normalized by the total number of bases acquired per experiment. Alignments from biological replicates were merged by use of the *mapmerge* function in *Maq* and processed equally. All reads were 36 bp long.

### Definition of mappable bases in the genome

To define bases in the genome that can be unequivocally covered by reads, we identified all unique 36 base sequences from both strands of the reference assembly. We defined mappable bases as all positions covered by these sequences.

### Calculation of gene activity

The normalized per-base read depth from NRO and total RNA libraries was mapped to a collection of previously annotated features that do not overlap in the same strand, including genes with known transcription start and end sites, as well as genes with unknown transcription starts and ends, and noncoding RNAs (Nagalakshmi *et al.* 2008). For each feature, transcriptional activity was measured as the average normalized read depth in mappable, nonintronic bases (“read density”). Similarly, we derived a background RNA sequencing rate for each data set as the average minimum read depth in a collection of intergenic regions. The significance of the read density for each feature was calculated against the Poisson distribution of read depth per base expected from the background. A *P*-value significance cutoff of 0.01 was applied.

### Transcriptional AUC analysis

The cumulative read depth along each transcript was calculated to examine the rate of transcription along transcript models. For each position *i* from the TSS, the cumulative read depth *Ci* represents the sum of bases sequenced from the TSS to *i*. The cumulative read depth at each position (*Ci*) was normalized by the total read bases in the transcript model to obtain the fraction (*Fci*) of the total read depth in the model acquired up to each position *i*. Transcript model sizes were homogenized to allow comparisons between models of different length. Sizes were adjusted by maintaining the per-base values from the first and last 100 bp of the model and adjusting the intervening values to a 1000-bp segment. Thus, the fractional cumulative NRO read depths along the uniformly sized models represent the amount of transcriptional activity that has occurred as a function of position in the 5′ to 3′ direction of the transcript model.

For each gene, we calculated the area under the curve (AUC) from uniformly sized models by using normalized (*Fci*) and non-normalized (*Ci*) cumulative read depth data and 10,000 simulated AUCs (non-normalized). Simulations were performed by randomly placing the observed number of transcript reads within the model and summing the contributions in cumulative read depth of each alignment to the size-adjusted transcript model. The significance of the observed AUC for each transcript model was assessed against the distribution of simulated AUCs under the null hypothesis that transcription occurs evenly throughout the model. Genes were ranked by their normalized AUC values (*i.e.* based on *Fci* curves).

### Gene Ontology analysis

Gene ontology analysis for subsets of gene lists was performed with the GO TermFinder (http://yeastgenome.org/) with a *P*-value significance cutoff of 0.01 and a 5% FDR threshold. Analysis of GO term enrichment near the top and bottom of genes ranked by their ratios of transcription activity and transcript abundance (supporting information, Table S3 and Table S4) were performed with GOrilla (Eden *et al.* 2009).

### Data availability

Raw Illumina reads are available at http://www.ncbi.nlm.nih.gov/geo as series GSE33136.

## Results

### Genome-wide assessment of transcriptional activity and transcript abundance

We established a genome-wide NRO assay for yeast consisting of the following steps: (1) permeabilization of yeast cells with sarcosyl to deplete endogenous nucleotides and stall transcription complexes on chromosomes; (2) reactivation of transcription to extend and label newly synthesized RNA transcripts with biotin-modified UTP; (3) isolation of biotin-modified RNA on streptavidin beads; (4) elution of enriched RNA from beads; and (5) construction of strand-specific high-throughput sequencing libraries (Figure 1A). To assess the extent of nonspecific binding of RNA to streptavidin beads and to optimize conditions for the NRO steps, we performed parallel NRO reactions with biotin-UTP and, as a control, with UTP. Triplicates of both reactions were processed in parallel through the steps of binding, washing, and eluting from streptavidin beads. To measure the enrichment of biotinylated RNA, we performed quantitative PCR on the eluted RNA as well as on the input RNA. The signals from biotin-UTP-containing RNA and UTP-containing RNA were first normalized to their corresponding signal from input (see the Materials and Methods) and then used to calculate the fold enrichment of biotinylated transcripts over nonbiotinylated ones for three highly expressed yeast genes (*RDN18*, *ACT1*, and *RPL28*). The NRO assay conditions were optimized to reduce total RNA background to 4%–11% (Table S1). In addition, we performed NRO reactions spiking in controls consisting of two regions of the *Arabidopsis thaliana* ELF3 RNA that had been transcribed *in vitro* either in the presence of UTP or biotin-UTP (Table S2). Together these quantitative PCR experiments demonstrated that total RNA represents between 2.6% and 11% of the NRO libraries and that therefore nascent RNA constitutes between approximately 89% and 97% of the NRO samples. By using a standard curve from known amounts of *in vitro* synthesized, biotin-labeled RNA, we estimate that the starting amount of biotinylated nascent transcripts in RNA extracts before affinity selection comprises approximately 0.05%. Thus, we calculate that after selection nascent RNA has been enriched by a factor of at least 89/0.05, or approximately 1,800-fold, relative to its starting level.

**Figure 1:**
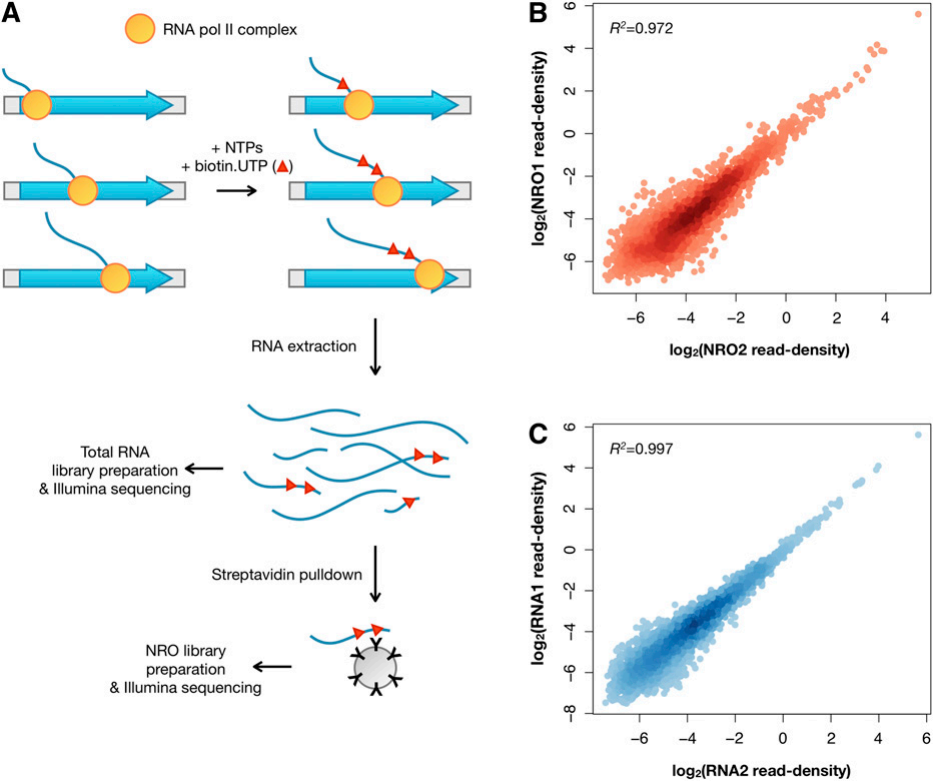
A strategy for the genome-wide analysis of nascent transcription. (A) Schematic of the NRO assay. Transcription complexes are stalled on genomic DNA by depleting endogenous nucleotide triphosphates via permeabilization of yeast cells with sarcosyl. Reactivation of transcription is achieved by providing biotin-UTP and other nucleotides and switching transcription reactions from ice to 30° for 5 min, followed by extraction of total RNA that contains both steady-state and nascent biotinylated transcripts. A fraction of the total RNA is used for total RNA library preparation. Newly synthesized biotinylated RNAs are isolated from total RNA via streptavidin pull-downs to prepare the NRO sample. Both NRO and total RNA strand-specific Illumina sequencing libraries are constructed and submitted for 36 bp single-end sequencing. (B, C) After mapping reads to the reference genome and quality-filtering alignments, the read density is computed from NRO and total RNA data in 4,285 genes with fully distinguishable transcript models (*i.e.* that do not overlap on the same strand). These measurements of transcript synthesis and transcript abundance for each gene are found to be robust between NRO (B) and total RNA (C) replicates.

To examine RNA polymerase II activity and monitor transcript abundance throughout the genome, we constructed both NRO and total RNA libraries. Total RNA libraries were prepared from aliquots of the biotin-UTP-treated NRO sample by excluding the steps of nascent RNA selection on streptavidin beads (Figure 1A). Strand-specific Illumina sequencing libraries were built from RNA isolated from three independent cultures of log phase yeast (Parkhomchuk *et al.* 2009). We acquired 63 million and 83 million 36 base-pair reads from the NRO and total RNA libraries, respectively. After aligning reads to the genome, we filtered out low-quality alignments and rRNA sequences; because we carried out the protocols without an rRNA depletion step, rRNA sequences accounted for more than 90% of the total reads. After filtering, approximately 2.5 million uniquely mapped NRO reads and approximately 1 million total RNA reads were left (Table S3). This combined approach allowed us to measure the amount of nascent transcripts as well as steady-state transcripts in parallel.

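For the log growth libraries, the authors' pooled read depth values were analysed per transcript model, 1 value per gene for the 3 merged NRO libraries and 1 for the 3 merged total RNA libraries from cultures at 30°. The labels give 3 libraries for each group, but the values carry no replicate spread, so that the errors below cover counting error only. Each value is the authors' read density over the mappable nonintronic bases of a region that begins 201 bp downstream of the TSS, scaled by the authors to the bases acquired in the library. The summed depths are whole multiples of 1 base of depth, from which the total of bases acquired was recovered as 89681184 for NRO and 33981956 for total RNA. At low depth, 81.4% of the NRO models and 82.0% of the total RNA models held a whole number of reads, at a read length of 36 bases for NRO and of 38 bases for total RNA. Division by these lengths gives 2491144 NRO reads and 894262 total RNA reads, where Table S3 lists 2492414 and 939582 as the paper's values. At the length of 36 bases that the paper states, the total RNA depth would make 943943 reads, but 0.471% of its models at low depth held a whole number of such reads, and 38 bases were used. A total of 4280 transcript models was analysed, and 64.7% of the NRO bases and 62.7% of the total RNA bases fell in them. The median model held an estimated 69.0 NRO reads and 23 total RNA reads, and 3114 and 2619 models held at least 10. In the NRO library 695 models were listed at 0, and in the total RNA library 600.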

To analyze sequencing results for both NRO and total RNA samples, we defined read depth as the number of sequencing reads acquired per base, normalized by the total bases sequenced for that sample. We summed the read depth values for each mappable, non-intronic base within a transcript model and divided this sum by the total number of these bases within that transcript to calculate read density. Both read depth and read density are presented in units of read depth per million bases acquired to obtain higher scale values.

We focused our analysis on a set of 4,285 genes with known TSSs and termination sites (Nagalakshmi *et al.* 2008) and that do not overlap on the same strand. The reproducibility of the transcriptional activity and steady-state levels as determined from read densities in replicates of NRO and total RNA libraries was robust (Pearson’s *r^2^* > 0.97 and *r^2^* > 0.99, respectively; Figure 1, B and C). Therefore, we merged reads from biological replicates to obtain a single NRO data set and a single total RNA data set for subsequent analyses. Of the 4,285 nonoverlapping transcript models, 2,717 and 2,802 genes were transcriptionally active in the NRO and total RNA libraries, respectively, as measured against the background from intergenic regions (*P* < 0.01; see the Materials and Methods). Our measurements of nascent transcription showed moderate correlation with previous genome-wide estimates of transcriptional activity derived from hybridization of radiolabeled nascent transcripts to nylon macroarrays (Spearman’s ρ = 0.53; Figure S1A). This correlation is comparable with that between previous measures of transcriptional activity obtained via the use of NRO approaches (Spearman’s ρ = 0.61; Figure S1B) (Garcia-Martinez *et al.* 2004; Pelechano *et al.* 2009). Excluding the rDNA cluster, we detected no large regions (>3 kb) in the yeast genome with extensive synthesis of nascent RNA (*Z* > 3.1; Figure S2).

Because the NRO assay reflects the activity of RNA polymerases on transcribed genes, we compared the transcription data from the NRO sample to the genome-wide distribution of RNA polymerase II in yeast (Lefrancois *et al.* 2009), and found a low but significant correlation (Pearson’s *r^2^* = 0.41, *P* < 2.2 × 10^−16^; Figure S3A). The modest correlation between polymerase occupancy and transcriptional activity has been previously reported (Rodriguez-Gil *et al.* 2010) and might result from differences in the dynamic range of the protocols (as suggested by Rodriguez-Gil *et al.* 2010) or the inability of the NRO assay to precisely assign the positions of transcribing polymerases, because fragmentation of RNA was performed after its affinity selection. As expected, total RNA also correlated with polymerase occupancy, but to a lesser extent (Pearson’s *r^2^* = 0.37, *P* < 2.2 × 10^−16^; Figure S3B). This analysis corroborates that RNA polymerase occupancy is a better predictor of transcriptional activity than of transcript abundance.

Although pre-mRNA splicing occurs co-transcriptionally in yeast, we observed greater intronic read depths in the NRO libraries than in the total RNA libraries (Figure S4A), and this increase was not caused by increased transcript levels. Moreover, splicing was much less abundant in the NRO libraries than in the total RNA libraries (Figure S4B), further arguing that the NRO libraries are enriched for nascent transcripts.

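Intronic depth was taken as the difference between the depth over all mappable bases and the depth over mappable nonintronic bases, in the 152 transcript models that have mappable intronic bases beyond the first 200 bp (29494 bases). Introns nearer to the TSS were outside the regions of these values. The read density of the intronic bases, pooled over these genes, was 0.0527 in the NRO library (an estimated 3871 reads) and 0.0284 in the total RNA library (750 reads), a ratio of 1.85 (95% interval from the exact binomial limits of the reads, 1.71 to 2.01). In the exonic bases of the same genes the order was the opposite, with a read density of 0.232 in NRO and 0.315 in total RNA. The intronic density was therefore 22.7% of the exonic density in NRO and 9.02% in total RNA, and the ratio of the 2 shares was 2.52 (2.33 to 2.73). Of the 99 genes with intronic depth in either library, 69 had the higher intronic density in NRO (69.7%, Wilson 95% interval 60.0% to 77.9%). By contrast, 27 had the higher exonic density in NRO. The NRO library was deeper, and 84 genes had intronic depth in it against 70 in total RNA. A gene with few intronic reads scores above 0 more readily in NRO, so that the 69.7% may partly reflect depth. Among the 53 genes with both intronic and exonic depth in both libraries, 44 had the higher intronic share in NRO. RPL42B and RPL39 also had intronic depth in both libraries. Their exonic density in NRO was 0, so that no share could be taken. The 3 genes with the most intronic reads, RPL34B, RPL34A and RPS17B, held 33.1% of the intronic NRO reads and 18.3% of those in total RNA. They were chosen after their values were seen, and without them the ratio of the shares was 2.07. From the greater intronic depth without a greater transcript level, the paper reasons that the NRO libraries are enriched for nascent transcripts. It also draws on lower splicing in NRO and on quantitative PCR controls, which were not analysed here.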

### Nascent transcription is enriched near TSS

Analysis of RNA polymerase II occupancy data from high-density tiling microarrays demonstrated that only highly expressed yeast genes (~16% of all genes) have an even distribution of RNA polymerase II throughout their coding region, and that a comparable fraction (~18%) have an enrichment of the polymerase near their 5′ ends (Venters and Pugh 2009). This result and recent analysis of polymerase-associated RNAs suggests that transcription in yeast, as in metazoans, can be subject to rate-limiting regulatory steps in addition to polymerase recruitment and activation (Churchman and Weissman 2011). To analyze RNA polymerase II activity within genes, we examined read depth along a set of 2,530 transcript models of genes that were transcriptionally active in both the NRO and total RNA libraries. In contrast to the total RNA sample, the NRO sample showed an enrichment of reads near the 5′ ends of transcript models, with a read depth peak occurring approximately 50 bp downstream of the TSS (Figure 2A), as has been observed in human and *Drosophila* cells (Core *et al.* 2008; Rasmussen and Lis 1993). Sarkosyl treatment in the NRO assay allows RNA polymerases that are either transcribing or paused to incorporate nucleotides upon transcription reactivation (Rougvie and Lis 1990) but prevents further rounds of initiation (Hawley and Roeder 1985). Thus, the peak in read depth near TSSs (Figure 2A) likely indicates an accumulation of paused RNA polymerases at 5′ ends. Because we carried out the enrichment of nascent RNA before its chemical fragmentation, all nascent transcripts detected in the NRO assay should have originated at their TSSs. This feature of the protocol results in nested sets of transcripts initiating at their 5′ end, with progressively fewer transcripts in each set containing bases further toward the 3′ end, even for cases with relatively equal distribution of RNA polymerases along the gene. Indeed, we observe a gradual decrease in read depth beginning approximately 100 bp downstream from the TSS (Figure 2A; dashed line). The slope projects a read depth peak toward the TSS of 0.20 resulting from the 5′ end being present in all the nascent transcripts. That the promoter proximal peak rises sharply near the TSS to a height more than 1.5-fold greater than the extrapolated value provides evidence for an enrichment of nascent transcripts, and hence RNA polymerase activity, near TSSs under NRO conditions. To assure that the observed promoter-proximal peak is a feature of yeast transcription, we performed additional analyses and ruled out the effect of nonspecific RNA binding (Figure S5), increased average read depth of shorter transcripts (Figure S6A), and sequencing biases (Figure S6B) as possible contributors to the increased read depth near 5′ ends of yeast transcripts.

**Figure 2:**
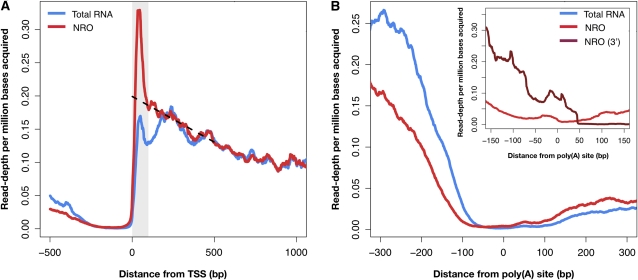
Distribution of RNA polymerase activity relative to TSSs and termination sites. (A) The average sense read depth in the NRO (red) and total RNA (blue) libraries along 2,530 genes that are transcriptionally active in both libraries is plotted as a function of distance from TSSs. NRO libraries display a read depth peak within 100 bp 3′ from the TSS (highlighted in gray) with a peak maximum at approximately 50 bp downstream of their TSSs. Dashed line extends the slope of sequencing reads obtained along the transcript length (between 100-500 bp) toward the TSS to extrapolate read depth signal at the 5′ ends of transcripts. (B) Distribution of RNA polymerase activity relative to poly(A) sites in the 5′-end and 3′-end sequenced NRO libraries. The average sense read depth in the NRO (red) and total RNA (blue) libraries in transcriptionally active genes is plotted as a function of distance from poly(A) cleavage sites. A higher read depth near transcript termination sites is found for the total RNA libraries as compared to the NRO libraries. Inset: An additional strand-specific NRO library was sequenced from the 3′ end to compare sense strand read depth information to that from 5′ end libraries. Sense read depth from 5′ end (light red) and 3′ end (dark red) nascent RNA libraries is plotted as a function of distance from poly(A) sites for convergently transcribed genes (*N* = 2000).

Near transcript termination sites, total RNA libraries show greater read depths than NRO libraries (Figure 2B), which is consistent with the fact that most nascent RNAs are not full length (Carrillo Oesterreich *et al.* 2010). Because our protocol acquires sense strand information from the 5′-most 36 bases of fragments, we were not able to detect a peak of nascent transcription near poly(A) sites, as was previously shown for human and yeast gene transcription (Carrillo Oesterreich *et al.* 2010; Core *et al.* 2008). To address this issue, we prepared a new NRO library from which we specifically sequenced the 3′ end bases of transcripts and found a small peak of transcription consistent with poly(A) cleavage (Figure 2B; inset).

### RNA polymerase II activity is consistent with transcriptional control at postrecruitment steps

In principle, the capacity to measure transcriptional activity for each base in the genome should allow us to distinguish rate-limiting steps in transcription other than transcription initiation. However, because read depth in high-throughput sequencing of RNA libraries is noisy (Ingolia *et al.* 2009), this goal is difficult. We sought to address this challenge by analyzing how reads accumulate along transcript models. Genes with a relatively homogenous distribution of active polymerases should display a linear increase in the cumulative fraction of reads along a transcript, whereas genes with polymerases predominantly near their 5′ ends or near their 3′ ends generate deflections from this line (Figure 3A). For a gene in which most reads are acquired near the 5′ end of the transcript, the cumulative fraction curve climbs sharply to its maximum value and flattens. Thus, the AUC for the cumulative fraction of reads in genes with polymerase activity concentrated at the 5′ end is larger than for those that are not paused or that accumulate reads at the 3′ end.

**Figure 3:**
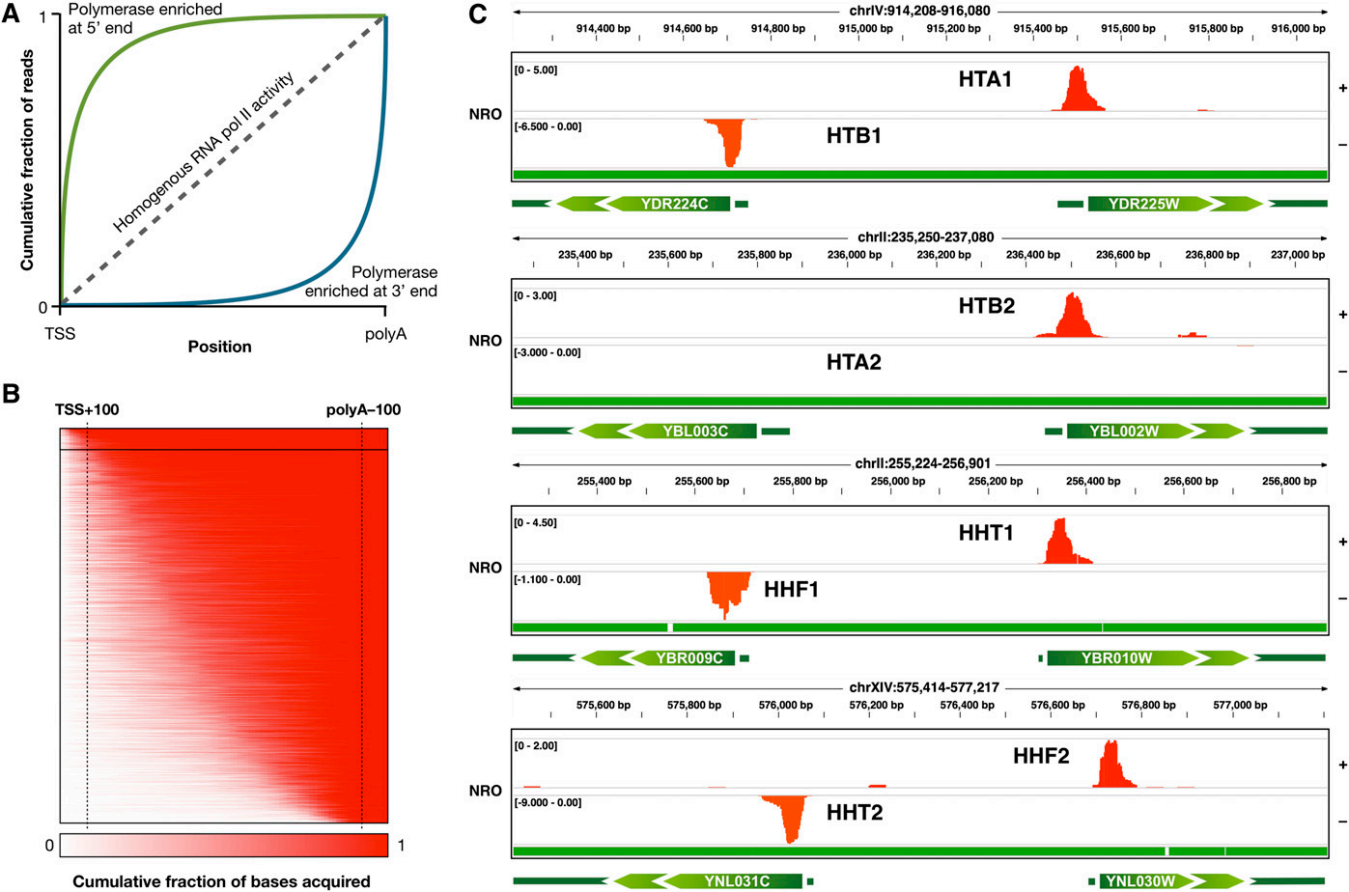
Identification of paused transcripts from nascent RNA libraries. (A) Graph depicts the expected accumulation of reads as a function of distance from TSS for transcripts enriched with polymerase at their 5′ end (green line) or 3′ end (blue line) or transcripts with homogenous RNA polymerase II activity (dashed line). (B) AUC ranking of genes. For each transcript model, the fraction of the total read depth acquired per position along the direction of transcription was computed. This fractional, cumulative read depth within transcript models was adjusted to a uniform model by redistributing values to reflect the read depth in the 5′-most 100 bp, 3′-most 100 bp, and the intervening sequence (marked with vertical dashed lines). Genes were ranked by the AUC of fractional, cumulative read depth in the uniform models. The fraction of the total read depth acquired for each transcript model is shown as a function of distance along the uniform model, where red represents 100%. Genes in the top 5% are highlighted within the black box and contain the histone loci. (C) IGV genome browser views (http://www.broadinstitute.org/igv) of NRO read depth in the four divergently transcribed histone loci. With the exception of *HTA2*, core histones exhibit strong promoter-proximal pausing in NRO libraries. Normalized read depth is shown in the plus and minus strands as positive and negative values, respectively. Read depth range is indicated between brackets. Transcript models are schematized with green arrows indicating coding sequences. Mappable bases are marked green in the track underneath IGV views.

To calculate the AUC for each gene, we first calculated the cumulative fraction of reads acquired at each position. We adjusted all transcript models to a uniform length, corresponding to the number of reads obtained for the 5′-most 100 bp, the 3′-most 100 bp, and the intervening sequence. We ranked genes by AUC to identify those with distinct distributions of RNA polymerase II activity along the length of their transcripts, which might correlate with distinct modes of transcriptional regulation (Figure 3B). AUC ranking of transcripts revealed that the top 5% of genes are enriched for nucleosome components (*P* = 7.15 × 10^−5^), chromatin assembly and disassembly genes (*P* = 0.001), helicases (*P* = 0.007), and ATPases (*P* = 0.008). Histone genes drive this enrichment because seven of the eight core histone genes demonstrated strong evidence of accumulation of polymerases at their 5′ ends, which could reflect promoter-proximal pausing (Figure 3C). Given that transcription of histone genes is tightly limited in the cell cycle to early *S* phase, these data suggest that polymerase pausing could play a role in assuring rapid induction of histone synthesis just before the DNA synthesis (Hereford *et al.* 1981), consistent with the previous observation of paused RNA polymerase II on the *Drosophila* histone H3 gene (Li *et al.* 1996). Similarly, a Poisson-based test, as used in Core *et al.* 2008, characterized up to 20% of yeast transcripts as paused, suggesting that their expression may be subject to postinitiation transcriptional control (Figure S7). However, previous chromatin immunoprecipitation analysis of yeast did not provide evidence for widespread polymerase pausing (Venters and Pugh 2009). The evidence of polymerase pausing from the NRO results may partially reflect the protocol used because fragmentation of RNA after affinity selection can make it difficult to precisely assign the position of polymerase.

The AUC ranking allowed further identification of potential rate-limiting steps in transcription. This analysis identified not only genes that acquired the majority of their reads near their TSSs but also genes with low and middle AUC values. Genes with the lowest AUC values exhibited an accumulation of reads near their 3′ ends, which may reflect regulation at the level of transcription termination (Figure S8). The middle range of the AUC-ranked list includes transcripts in which the cumulative fraction of reads increased linearly. In addition, the intermediate range includes transcripts with increased read densities in both the promoter-proximal region and near the 3′ end of the transcript (Figure S8). Such transcripts could be targets of regulation at both promoter escape and transcriptional termination. Finally, transcripts in which nascent transcription is concentrated in the middle of the transcript are also found in this range. Although some of the patterns of read depth could be attributable to stochastic variations in fragment ligation, amplification or sequencing, the observation of transcriptional regulation occurring subsequent to initiation, pausing and release from pausing is consistent with recently observed patterns of RNA polymerase II activity derived from polymerase-associated RNAs (Churchman and Weissman 2011).

### Nascent antisense transcription is not predominantly driven by bidirectional promoters

Because recent genomic analyses have shown substantial antisense transcription in yeast (Nagalakshmi *et al.* 2008; Neil *et al.* 2009; Xu *et al.* 2009; Yassour *et al.* 2010), we asked whether we could detect the presence of antisense transcripts in the NRO and total RNA libraries. We found evidence of antisense transcription in 310 genes in the NRO libraries and in 135 genes in the total RNA libraries (Figure S9). The increased prevalence of antisense transcripts in the NRO sample likely relates to their instability and their consequent loss from the pool of total RNA.

We asked whether bidirectional transcription from single promoters, as has been recently reported in yeast (Neil *et al.* 2009; Xu *et al.* 2009), underlies the increased antisense transcription. We classified each promoter with respect to its upstream adjacent gene as either nondivergent (Figure 4A), in which the upstream gene is encoded on the same strand; or divergent (Figure 4B), in which the upstream gene is encoded on the opposite strand. We examined sense and antisense read depth in the 5′ flanking regions of the reference promoters (Figure 4, A and B, in blue) for the two configurations. For nondivergent promoters, very few antisense reads accumulated in the 200-bp 5′ to the TSSs of the reference promoters (Figure 4A), indicating that these promoters drive little antisense transcription. Similarly, for divergent promoters, very few antisense reads accumulated in the 100-bp 5′ to the TSSs (Figure 4B). The increasing antisense read depth beyond 100 bp reflects the activity of distinct promoters for the upstream genes, consistent with separate preinitiation complexes at divergently transcribed genes leading to a detectable signal (Venters and Pugh 2009).

**Figure 4:**
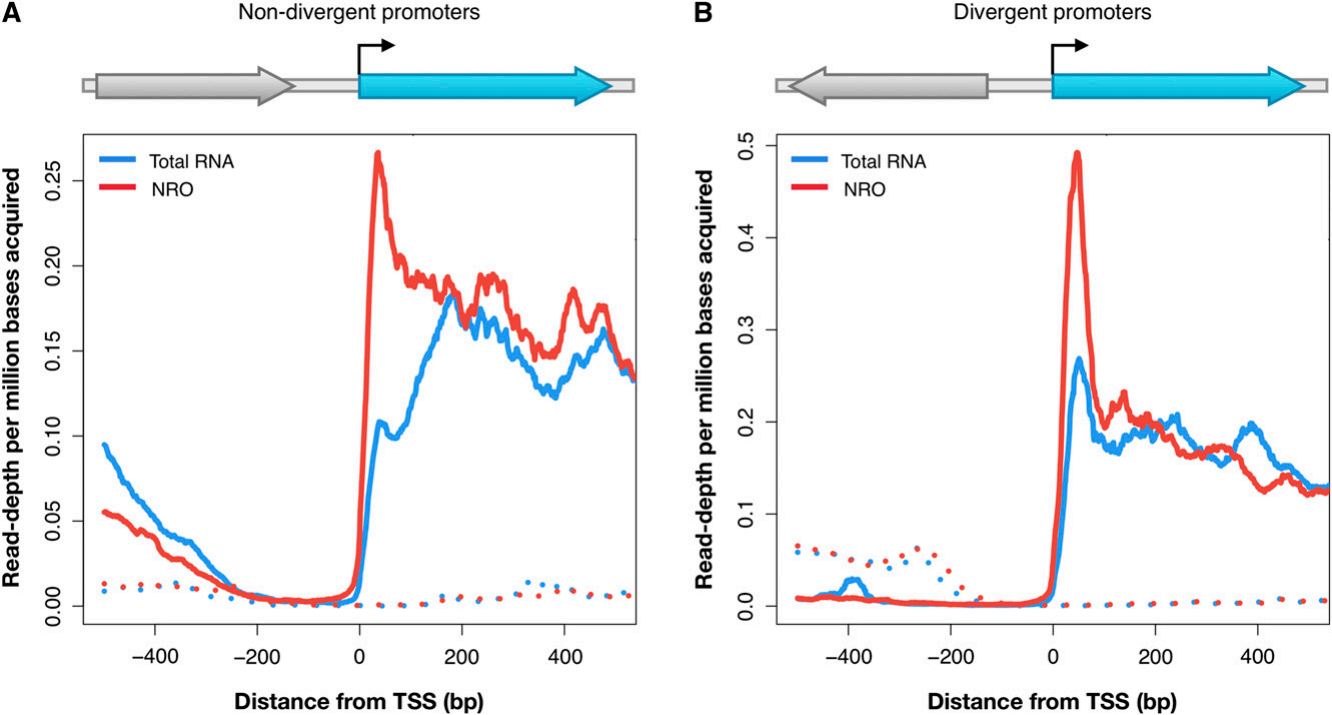
Bidirectional transcription from TSSs is not predominant in yeast. Sense (solid line) and antisense (dotted line) read depths are shown near the TSSs of reference genes (blue) with nondivergent (A) and divergent (B) promoters. Schematics indicate the orientations of transcripts upstream of reference genes with solid lines annotating sense and dotted lines antisense transcription. NRO and total RNA read depths are shown in red and blue, respectively. Read depth is classified as antisense and sense with respect to the 3′ reference gene in blue. In both types of promoters, NRO libraries display predominant sense transcription and a read depth peak approximately 50 bp downstream of their TSSs but do not show significant transcription in the antisense orientation.

### Relationship between RNA synthesis, abundance, and stability

Having measured both transcriptional activity and steady-state levels of RNA, we sought to use the genome-wide data to explore the relationship between RNA synthesis, abundance, and stability. For this analysis, we chose to estimate transcriptional activity and steady-state RNA by calculating the read density excluding data within 200 bp of the TSS; in this way, we avoided analyzing transcripts that may have prematurely terminated. We compared the NRO-derived transcriptional activity with total RNA-derived steady-state levels and found a significant correlation (Pearson’s *r^2^* = 0.80), suggesting that this measure of transcriptional activity accounts for approximately 80% of the variance in transcript abundance (Figure 5).

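Across the 3400 genes with a read density above 0 in both libraries, the Pearson r² of the log2 densities of NRO and total RNA was 0.741. The interval of this r² from the sampling of genes is 0.726 to 0.756 (Fisher's transformation, 95%), which treats genes as independent although they are not replicates. The significance of each gene against the intergenic background was not used here, so that this gene set is larger than that of Figure 5. The alternative that moved the value most kept the 1455 genes at or above the median density in both libraries and gave an r² of 0.639. With a pseudocount of 0.01 and all 4280 genes, those at 0 included, the r² was 0.829. ACT1 (YFL039C, chromosome VI, 53178 to 54623 in sacCer2, a region inside the gene) had a read density of 0.626 in NRO and 0.692 in total RNA, from an estimated 1870 and 743 reads. RPL28 (YGL103W, chromosome VII, 311152 to 312016) had 0.627 and 0.622. From its own r², the paper proposes that transcriptional activity accounts for most of the variance in transcript abundance.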

**Figure 5:**
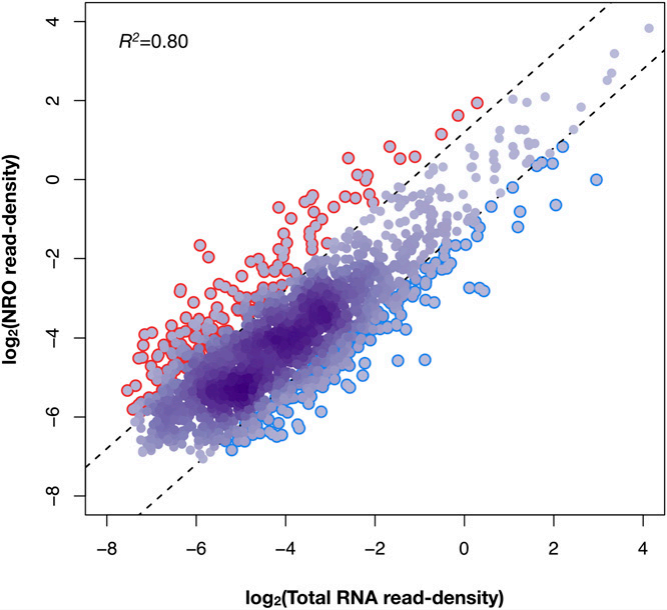
Contribution of transcript synthesis to transcript abundance and inference of transcript stability. Read density in the NRO and total RNA libraries is plotted for a set of 2,414 genes with significant transcription from 201 bp downstream of TSS. Transcript synthesis and transcript abundance, measured as read density within this region of transcripts in NRO and total RNA libraries, respectively, are strongly correlated. To estimate nascent transcript stability, we calculated the ratio of the transcript synthesis to transcript abundance for each gene. Genes in the top and bottom deciles of these ratios are circled in red and blue, respectively.

To estimate the stability of nascent transcripts, we calculated the ratio of the transcriptional activity to the steady-state level for each gene. 

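The log2 ratio of NRO to total RNA read density had a median of -0.01 over the 3400 genes, a lower decile limit of -1.55 and an upper decile limit of 1.68, which lie 9.36-fold apart. Few total RNA reads stood behind many of the high ratios. In the top decile 192 of 340 genes had fewer than 10 estimated total RNA reads (56.5%, Wilson 95% interval 51.2% to 61.6%), against 23.3% of all ranked genes. In the bottom decile 160 of 340 genes had fewer than 10 NRO reads. Among genes of the more highly expressed part of the set, defined by a mean log2 density at or above the median, the highest ratio was that of BSC1 (YDL037C, chromosome IV, 384085 to 385563), with a log2 ratio of 6.04 from an estimated 1091 NRO reads and 6 total RNA reads. MRPL50 (log2 ratio 4.76), TPO2 (4.25), ADI1 (4.01) and RIE1 (3.76) followed. Only 71.0% of the bases of TPO2 are mappable, so that reads shared with related genes were left out of its value. RIE1 (YGR250C, chromosome VII, 991087 to 993509) had the most total RNA reads of these 5 genes, 41, and a ratio of 13.5 with a counting interval of 9.93 to 18.9. The lowest ratio was that of SMX3 (YPR182W, chromosome XVI, 900332 to 900528), at -3.73 on the log2 scale from 10 NRO reads and 47 total RNA reads. TIF1 (-3.67), RPS0B (-3.28), ARC1 (-3.09) and RCF1 (-3.09) followed, and 27.8% of the bases of TIF1 are mappable. RPS0B (YLR048W, chromosome XII, 242233 to 243567), a protein of the small ribosomal subunit, had 464 NRO reads and 1616 total RNA reads, a ratio of 0.103 (0.0928 to 0.114). The genes CWC21 (-0.77), NIS1 (1.09), RAD10 (1.49) and STE6 (-2.16) also lay on both sides of the median. STE6 rests on 5 NRO reads and 8 total RNA reads, and RAD10 on 39 NRO reads and 5 total RNA reads. The paper classes both genes as inactive by their NRO density over this region.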

High ratios are consistent with short-lived transcripts, because much of their nascent RNA does not reach the steady-state pool. Gene Ontology analysis revealed that genes with the greatest ratios of transcriptional activity to steady state levels (Figure 5, in red) are enriched for transcripts involved in translational elongation (*P* = 7.0 × 10^−6^), drug transport (*P* = 5.1 × 10^−6^), signal transduction (*P* = 1.0 × 10^−4^), and protein amino acid phosphorylation (*P* = 1.5 × 10^−4^; Table S4). 

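The place of gene lists in the ratio ranking was described by the median log2 ratio of each list and its percentile among 10000 random lists of the same size, matched on deciles of mean log2 density. These lists were fixed by gene name or product and are not the Gene Ontology terms of Table S4. The 14 ranked drug transport genes had a median of 1.87, at the percentile of 100, and 7 of them lay in the top decile. The 87 ranked genes whose product names a protein kinase, its regulators included, had a median of 0.45 at the percentile of 99.4, with 61 of them above the median of all genes. Among genes at or above the median density in both libraries only 4 drug transport genes were left, and their percentile was 97.0. With random lists matched on the length of the region, a comparison chosen after the data had been seen, the protein kinase list was at 95.7. The 7 ranked translation elongation genes had a median of -0.31, at the percentile of 42.9, and none of them was in the top decile. Their percentile changed sides of the middle with the matching, being 69.1 with random lists matched on total RNA density. The plot of the list medians shows these lists beside those of stable transcripts.

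**Figure D1:**
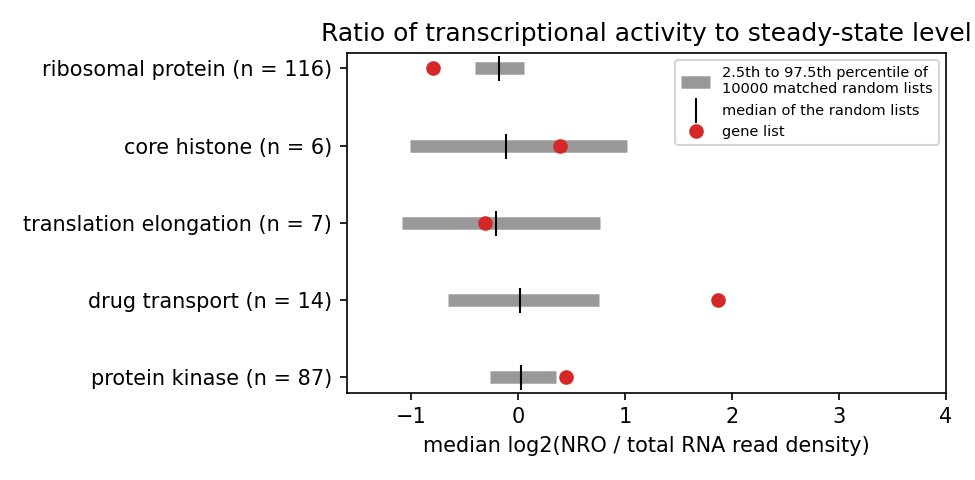
Median log2 ratio of NRO to total RNA read density (x axis) of 5 gene lists (red points), with the middle of 10000 random lists matched on mean density (grey bars hold the middle 95% of them, black ticks mark their median). The drug transport list at 1.87 and the protein kinase list at 0.45 lie above their bars, the ribosomal protein list at -0.79 lies below its bar, and the core histone and translation elongation lists lie within theirs.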

Short-lived transcripts are capable of rapid adjustments in abundance to assure quick responses to stimuli (Friedel *et al.* 2009; Grigull *et al.* 2004; Narsai *et al.* 2007; Wang *et al.* 2002). Conversely, genes with the lowest ratios of transcriptional activity to steady state levels (Figure 5, in blue) represent more stable nascent transcripts, and are enriched for structural constituents of the ribosome (*P* = 6.4 × 10^−8^) and genes involved in nucleosome assembly (*P* = 3.6 × 10^−4^; Table S5). Thus, our estimates of the stability of nascent transcripts agree with the expected stabilities of transcripts based on the functions of their encoded proteins, as observed previously (Friedel *et al.* 2009; Grigull *et al.* 2004; Narsai *et al.* 2007; Wang *et al.* 2002).

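The 116 ranked genes of cytoplasmic ribosomal proteins had a median log2 ratio of -0.79, below every one of the 10000 random lists, whose median was -0.18. Of these genes 22 lay in the bottom decile (19.0%) and 4 in the top decile. In each alternative tried, the percentile of this list was at most 0.01. The NRO reads had 36 bases and the total RNA reads 38, and an effect of this on duplicated genes was not tested. For the core histones, 6 of the 8 genes could be ranked, and their median log2 ratio of 0.39 was at the percentile of 82.1. HHT2 (YNL031C, chromosome XIV, 575414 to 575876) had a log2 ratio of 0.44 from 963 NRO reads and 255 total RNA reads, and HTB1 (YDR224C, chromosome IV, 914208 to 914543) one of 1.24 from 655 and 99. The ratios of HTB2 (1.01) and HHF1 (0.35) were also positive, whereas those of HTA1 (-1.81, 26 NRO reads and 33 total RNA reads) and HHF2 (-0.89, 3 and 2 reads) were negative. HTA2 and HHT1 were listed at 0 in NRO, with 2 and 11 total RNA reads. With a pseudocount of 0.01, which keeps all 8 core histone genes, the percentile of the list was 58.4. The authors' filter on mapping quality removes reads that align equally well to more than 1 place, and its effect on near-identical histone copies was not measured here. The 9 ranked genes that the reference annotation links to nucleosome assembly, a list chosen after the data had been seen that holds none of the core histones, had a median of -1.31 at the percentile of 0.085. From the functions enriched at both ends of the ranking, the paper concludes that its estimates of nascent transcript stability fit those expected of the encoded proteins.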

The absolute half-lives of mRNAs have traditionally been measured over a time course after the inhibition of transcription by chemical or thermal inactivation of RNA polymerase II (Grigull *et al.* 2004; Wang *et al.* 2002). However, mRNA half-lives estimated by different groups by the use of similar types of experiments (Grigull *et al.* 2004; Wang *et al.* 2002) show little correlation (Pearson’s *r^2^* = 0.17; Figure S10A). We observed no correlation between the estimated stabilities of nascent transcripts in our study and previously measured mRNA decay rates (Grigull *et al.* 2004; Wang *et al.* 2002) (Figure S10, B and C). These discrepancies could at least in part be attributable to differences in the stability of nascent transcripts *vs.* that of mRNAs. In addition, the temperature shift to halt transcription might induce changes in RNA folding and thus affect estimates of mRNA half-lives. Finally, technical differences in the methodologies used may be contributing to these differences. For example, microarray measurements in of relative transcript abundance are subject to errors caused by differences in hybridization efficiencies. Similarly, sequencing biases introduce errors into our measurements of both transcriptional activity and steady-state levels of mRNAs and these errors may be compounded in the calculation of ratios.

### Changes in yeast gene transcription in response to heat shock

Several genome-wide studies have identified yeast genes that respond to temperature shock by elevating their transcript levels (Gasch *et al.* 2000; Hahn *et al.* 2004). We sought to examine the extent to which the effect of heat shock on transcript abundance occurs via the up-regulation of transcriptional activity. Thus, we built NRO libraries (“NRO [HS]”) and total RNA libraries (“total RNA [HS]”) from RNA isolated from six independent cultures of log phase yeast under heat shock conditions (20 min at 39°; Table S6).

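For the heat shock libraries, the authors' pooled values were used in the same form, 1 read density per gene for the 3 merged NRO (HS) libraries and 1 for the 3 merged total RNA (HS) libraries, after 20 min at 39°. Here too the region begins 201 bp downstream of the TSS. The bases acquired came to 13617828 for NRO (HS) and 23638680 for total RNA (HS), both in reads of 36 bases. This gives 378273 and 656630 reads, the totals that Table S6 lists. The NRO (HS) library was thus the shallowest of the 4, with a median of 8 estimated reads per model, 2027 models with at least 10 reads and 1322 models listed at 0. The total RNA (HS) library had a median of 11 reads, with 2209 models at 10 reads or more and 844 at 0. Changes after heat shock are ratios of single pooled values and have no replicate check. The median log2 change of all genes was -0.41 in total RNA and -0.10 in NRO, on the scale of bases acquired. Centring on these medians was tried as an alternative.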

To estimate the effect of heat shock on RNA abundance and transcription activity, we calculated the log-transformed ratios of read density values after and prior to heat shock for total RNA (total RNA [HS]/total RNA) and for nascent RNA (NRO [HS]/NRO). For total RNA, log-space ratios greater than zero represent transcripts with increased RNA abundance upon heat shock treatment, whereas those less than zero indicate decreased RNA abundance. For nascent RNA, log-space ratios greater than zero identify genes whose transcription was up-regulated upon heat shock, whereas those less than zero indicate those down-regulated (Figure 6). This analysis reveals that 304 (9%) yeast genes responded to heat stress by increasing RNA abundance by 2-fold or more (Table S7). 

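Of the 3282 genes with a density above 0 in both total RNA libraries, 335 (10.2%) had a total RNA (HS) to total RNA ratio of 2 or more, and all 304 genes of Table S7 were among them. The 31 others were at 0 in the NRO library (26 genes) or had fewer than 90% mappable bases. A median of 24 estimated reads in total RNA (HS) and of 9 in total RNA stood behind the 335 genes, and 174 of them had fewer than 10 reads in either library. In 1000 Poisson draws from the pooled reads with no change between the 2 libraries, a mean of 181 genes (134 to 221) reached 2-fold. For genes with at least 10 reads in both libraries, 161 were observed against a mean of 10.6 in the draws. For the genes with fewer reads, 174 were observed against 171, and against 98.6 when the draws carried the median shift of all genes. A binomial test on the estimated reads with Benjamini-Hochberg adjustment, which compares the pooled libraries and not the conditions, left 197 of the 335 genes, and ratios centred on the median of all genes gave 527. The 5 largest rises among the more highly expressed genes were those of HSP12 (YFL014W, chromosome VI, 107411 to 107753), SSA4, DDR2, HSP26 and TFS1. The ratio of HSP12 was 85.7 (counting interval 60.3 to 122), from 34 total RNA reads before and 2110 after heat shock, and that of TFS1 was 21.2 (17.0 to 27.1).

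**Figure D2:**
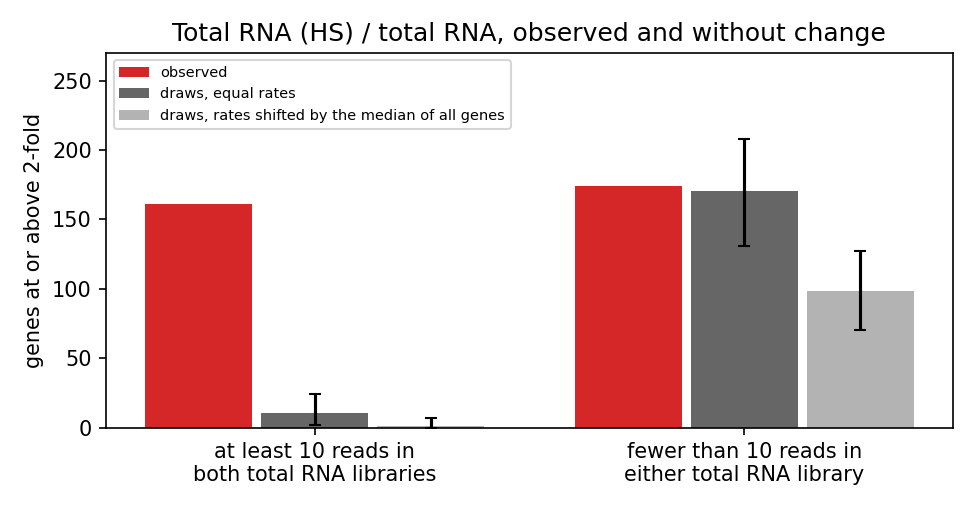
Number of genes with a total RNA (HS) to total RNA ratio of 2 or more (y axis), for genes with at least 10 estimated reads in both libraries and for those with fewer in either. Red bars are observed counts (161 and 174), and grey bars are the means over 1000 Poisson draws with no change or with the median shift of all genes, with lines from the lowest to the highest draw.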

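Among the genes with a total RNA ratio of 2 or more, 210 of 335 had a higher read density in NRO (HS) than in NRO (62.7%, Wilson 95% interval 57.4% to 67.7%). Among the 2947 other genes with a value in both total RNA libraries, 1078 had a higher NRO density after heat shock (36.6%, 34.9% to 38.3%). The share depended on the genes without NRO (HS) reads, since 68 of the genes at 2-fold were at 0 in that library and counted as not higher. With genes at 0 in either NRO library left out, 202 of 259 were higher (78.0%). In Table S7 itself, 49 of the 304 genes are at 0 in NRO (HS) and carry a listed log2 change of 0. With no change, their NRO reads would predict a median of 2.01 reads in the NRO (HS) library. On the reads of single genes, the 95% counting interval of the NRO change lay above 1 for 144 of the genes at 2-fold and below 1 for 21, and it included 1 for 152. The other 18 were at 0 in both NRO libraries and have no interval. Of the 125 genes without a higher value, 35 had an interval that reached a 2-fold rise. The largest total RNA rises without a higher NRO value, among the more highly expressed genes, were those of ERO1, HXT7 and TMC1. ERO1 (YML130C, chromosome XIII, 11418 to 13047) rose 5.57-fold in total RNA (3.50 to 9.20), with an NRO ratio of 0.891 (0.611 to 1.27). TMC1 (YOR052C, chromosome XV, 426518 to 427131) rose 3.84-fold (2.76 to 5.41), with an NRO ratio of 0.890 (0.699 to 1.12). HXT7 is mappable over 15.9% of its bases and rests on 13 total RNA (HS) reads and 4 total RNA reads.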

Approximately 65% of those genes showed an increase in nascent RNA synthesis in response to heat shock, indicating that although transcript levels are predominantly regulated at the level of transcription, changes in mRNA stability play a role as well (Castells-Roca *et al.* 2011). We found that the majority (74%) of the genes induced at least 3-fold by heat shock in the study by Gasch *et al.* (2000) showed concordant increases in transcript abundance and in nascent RNA synthesis after heat shock, again highlighting the transcriptional activation that contributes to the increased RNA abundance for this class of genes. In addition, heat shock-inducible genes from the study by Gasch *et al.* 2000 showed a stronger correlation between changes in transcript abundance and changes in nascent transcript synthesis (Pearson’s *r^2^* = 0.55) compared with all yeast genes analyzed in this study (Pearson’s *r^2^* = 0.24). However, only 30 of the 304 genes with 2-fold or greater increased total RNA abundance after heat stress are known targets of Hsf1, a master transcriptional activator of the heat shock response, or contain Hsf1 or Msn2/4 recognition sites in their promoters (Table S7). 

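Over the 2781 genes with a density above 0 in all 4 pooled libraries, the Pearson r² of the log2 changes in NRO and in total RNA was 0.143 (0.120 to 0.168 by Fisher's transformation across genes). Both changes had the same sign in 65.3% of these genes, against 51.5% if the signs were independent. The value rose with the depth required. It was 0.348 for the 985 genes at or above the median density in all 4 libraries, and 0.380 for the 789 genes with at least 50 estimated reads in each, a limit chosen after the data had been seen. Without the genes at or above 2-fold in total RNA the r² was 0.0607. The genes of Gasch et al. were not analysed here.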

Approximately 87% (26) of these 30 genes showed increased nascent transcript levels in response to heat shock. These findings suggest that additional factors may mediate stress-induced transcriptional activation.

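Table S7 marks 30 genes as Hsf1 targets (20 genes) or as carrying an Hsf1 or Msn2/4 motif (16 genes), with 6 genes in both columns. In the read densities, 26 of the 30 had a higher NRO (HS) than NRO value (86.7%, Wilson 95% interval 70.3% to 94.7%), with log2 changes from 0.04 to 4.93. The counting interval of the NRO change lay above 1 for 20 of the 30 genes and below 1 for none. With a rise of at least 1.5-fold required, 21 of 30 genes (70%) were left. The 4 genes without a higher value, named after their values were seen, were ERO1, HMF1, POM33 and YGP1. YGP1 (YNL160W, chromosome XIV, 336691 to 337817) fell from 54 NRO reads to 4 NRO (HS) reads, a log2 change of -1.04 on the scale of density, whereas HMF1 had 8 NRO reads and was listed at 0 after heat shock. Of the other 274 genes in Table S7, 172 were higher (62.8%, 56.9% to 68.3%). With genes at 0 in NRO (HS) left out, the shares were 26 of 29 (89.7%, 73.6% to 96.4%) and 172 of 226 (76.1%, 70.1% to 81.2%), and these intervals overlap. The difference between the groups was not tested. The list was drawn by the paper from these same libraries.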

**Figure 6:**
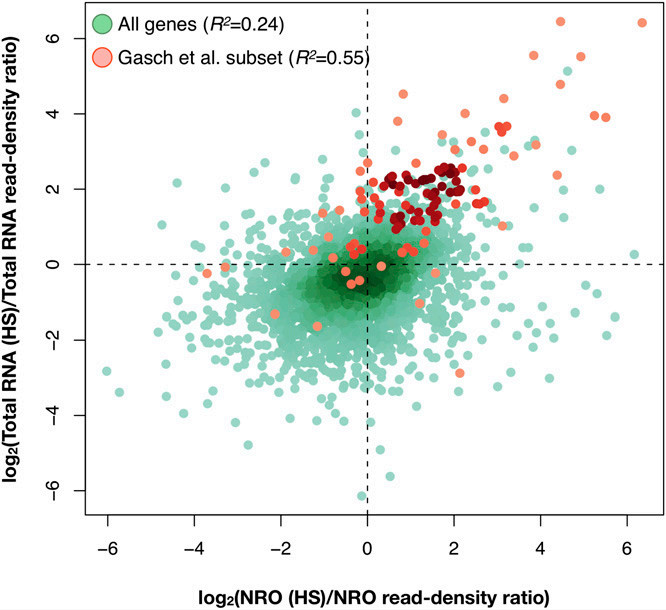
Transcript synthesis and abundance response to heat shock treatment. Ratios of read densities before and after heat shock are plotted for the NRO and total RNA libraries with all significantly expressed yeast genes shown in green and heat shock-responsive genes (≥3x increase in abundance upon heat shock treatment in Gasch *et al.* 2000 data set) shown in red.

## Discussion

In this study, we provide a high-resolution view of genome-wide transcriptional regulation in *S. cerevisiae*. By coupling the NRO assay to high-throughput sequencing, we assayed the synthesis of nascent RNA in yeast under normal growth conditions and in response to heat stress. We measured RNA abundance and synthesis in parallel, which revealed that cellular RNA abundance in yeast under both growth conditions is predominantly controlled by the rate of RNA synthesis. 

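After heat shock, the r² of the log2 read densities of NRO (HS) and total RNA (HS) was 0.741 over 2831 genes (0.724 to 0.757 by Fisher's transformation across genes). To 3 digits this is the value found in log growth, from a smaller and different set of genes. It was 0.801 for the 1854 genes with at least 10 estimated reads in both heat shock libraries. The same limit gave 0.724 for 2551 genes in log growth, and it was chosen after the data had been seen. The ratio of the intronic shares of NRO and total RNA was 1.40 after heat shock, against 2.52 in log growth. Carry-over of total RNA was not tested in the heat shock libraries. From the parallel measurements, the paper concludes that the rate of synthesis is the main control of RNA abundance in both conditions.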

In accord with previous degradation experiments, we observed distinct functional gene classes between stable and unstable transcripts (Friedel *et al.* 2009; Grigull *et al.* 2004; Narsai *et al.* 2007; Wang *et al.* 2002).

These data allowed us to examine the spatial distribution of RNA synthesis along transcripts, which showed that nascent transcription in yeast is enriched near TSSs, as it is in humans. The data further suggest that postinitiation regulation in yeast may contribute to the control of gene expression (Churchman and Weissman 2011). Although recruitment of RNA polymerase to promoters appears to be rate-limiting for the large majority of yeast genes, transcription of up to 20% of yeast genes may be controlled at least in part at postinitiation steps. The mechanisms that determine polymerase pausing, arrest, or termination are not yet well understood. Many factors that modulate transcriptional pausing and the rate of elongation have been identified (Sims *et al.* 2004). Some of them are restricted to a subset of eukaryotes, with no homologs identified in yeast. However, in a recent study, Rodriguez-Gil *et al.* (2010) identified a subset of elongation-related factors (*e.g.* DSIF, Mediator, and the RNA polymerase II subunit Rpb9) that might influence the probability of RNA polymerase II pausing or arrest in yeast. In addition, the elongation factor TFIIS (yeast Dst1) stimulates intrinsic RNA polymerase RNA cleavage activity and thus promotes elongation of arrested RNA polymerase *in vivo* (Churchman and Weissman 2011). Signals in the DNA or RNA may affect RNA elongation; for example, both a hairpin structure in the nascent RNA and a run of uridines at the 3′ end of a transcript interfere with elongation and promote transcription termination (Bengal and Aloni 1989; Keene *et al.* 1999; Palangat *et al.* 1998).

The authors of recent studies have identified numerous cryptic unstable transcripts in yeast (Neil *et al.* 2009; Xu *et al.* 2009). Most of these transcripts were suggested to be byproducts of bidirectional transcription that originated from the same promoter but from distinct pre-initiation complexes (Neil *et al.* 2009). We observed little bidirectional transcription in either the NRO or total RNA samples. However, detection of cryptic unstable transcripts relied on the use of a strain defective in the nuclear exosome machinery (Neil *et al.* 2009; Xu *et al.* 2009). Thus, it is possible that most of the antisense transcription was undetectable in the strain used in our study, which is competent for RNA turnover. For nondivergent promoters, with an average intergenic distance of approximately 342 bp (Dujon 1996), a weak antisense signal arises at approximately −200 bp from the TSS, much upstream of the core promoter. Similarly, for divergent promoters, the antisense signal does not begin to accumulate until approximately −150 bp from the TSS. The distances at which antisense transcription is originated suggest that it likely results from the activity of a separate transcription pre-initiation complex assembled at a different core promoter.

An important biological question is how cells respond and cope with rapid changes in their environment, such as exposure to elevated temperatures (heat shock). Several genome-wide studies revealed that this response involves an increase in the abundance of transcripts from genes that are collectively termed “heat shock-inducible” (Gasch *et al.* 2000; Hahn *et al.* 2004). Earlier studies of the *Drosophila* hsp70 gene found that posttranscriptional regulation that affects RNA stability plays a role in the observed increase of hsp70 RNA levels in response to heat shock (Theodorakis and Morimoto 1987). Other studies of heat shock-inducible genes in *Drosophila* and humans found rapid transcriptional activation after heat shock, suggesting that this activation also contributes to increased RNA levels of heat shock-inducible genes (Mathur *et al.* 1994; O’Brien and Lis 1993). However, in previous studies investigators have not assessed global changes in nascent transcription in response to heat shock. Here, we found that both transcriptional activation and RNA stabilization likely play a role in the increased abundance of RNAs after heat shock treatment. Most of the heat shock-inducible genes (~74%) showed both an increase in nascent transcription and an increase in RNA abundance. Only approximately 14% of these genes increased their RNA abundance without increasing nascent transcription, indicative of RNA stabilization as the mechanism.

In summary, we used the NRO assay to provide a high-resolution view of transcriptional regulation in yeast. We applied this assay to examine the correlation between synthesis and abundance of transcripts, the distribution of polymerase activity along transcripts, and the genome-wide changes in yeast transcription in response to heat shock treatment. Further investigations may use similar approaches to characterize other modes of yeast transcriptional control under different growth conditions and in response to other environmental perturbations.

## Supplementary Material

Supporting Information

# Supplementary material for: Genome-Wide Analysis of Nascent Transcription in Saccharomyces cerevisiae
**Source:** G3 (Bethesda). 2011 Dec 1;1(7):549–58. doi: 10.1534/g3.111.000810
**Supplement:** Supporting Information

Supporting Information 

# Genome-Wide Analysis of Nascent Transcription in *Saccharomyces cerevisiae*

## Supporting Information for McKinlay *et al.*, 2011

**Files in this Data Supplement:**

- Supporting Information - Figures S1-S10 and Tables S1-S7 (PDF, 2 MB)
- Figure S1 - Correlation between measurements of nascent transcription in yeast (PDF, 244 KB)
- Figure S2 - Genome-wide view of nascent transcription in yeast (PDF, 320 KB)
- Figure S3 - RNA polymerase II density is better correlated with nascent transcription than with transcript abundance (PDF, 192 KB)
- Figure S4 - Nascent transcripts are enriched for intronic sequences and show markedly less splicing activity (PDF, 116 KB)
- Figure S5 - The NRO to total RNA read depth ratio is drastically increased near TSSs (PDF, 100 KB)
- Figure S6 - NRO signal controls (PDF, 124 KB)
- Figure S7 - Distribution of genes in the 'active/not paused,' 'active/paused,' 'inactive/paused' and 'inactive/ not paused' categories as determined from NRO read densities in the promoter‐proximal 100 bp and body of the gene (≥101 bp downstream of TSS) (PDF, 260 KB)
- Figure S8 - Examples of read distribution along transcript models (PDF, 160 KB)
- Figure S9 - Antisense transcription in NRO and total RNA samples(PDF, 104 KB)
- Figure S10 - Correlation between estimated of yeast RNA stability (PDF, 232 KB)
- Table S1 - Specificity of enrichment of nascent biotinylated RNA on Streptavidin beads (PDF, 44 KB)
- Table S2 - Specificity of enrichment of *in vitro* synthesized biotinylated *Arabidopsis thaliana* RNA on Streptavidin beads (PDF, 52 KB)
- Table S3 - Sequencing data acquisition and mapping specifics (PDF, 44 KB)
- Table S4 - GO term enrichment analysis for analysis for transcripts at top of the ranking by ratios of nascent transcription to transcript abundance (GOrilla) (PDF, 96 KB)
- Table S5 - GO term enrichment analysis for transcripts at bottom of the ranking by ratios of nascent transcription to transcript abundance (GOrilla) (PDF, 172 KB)
- Table S6 - Sequencing data acquisition and mapping statistics of heatshock libraries (PDF, 32 KB)
- Table S7 - Heat shock induced genes highlight important roles for changes in transcription and stability (.xlsx, 92 KB)

# Supplementary material for: Genome-Wide Analysis of Nascent Transcription in Saccharomyces cerevisiae
**Source:** G3 (Bethesda). 2011 Dec 1;1(7):549–58. doi: 10.1534/g3.111.000810
**Supplement:** Supporting Information

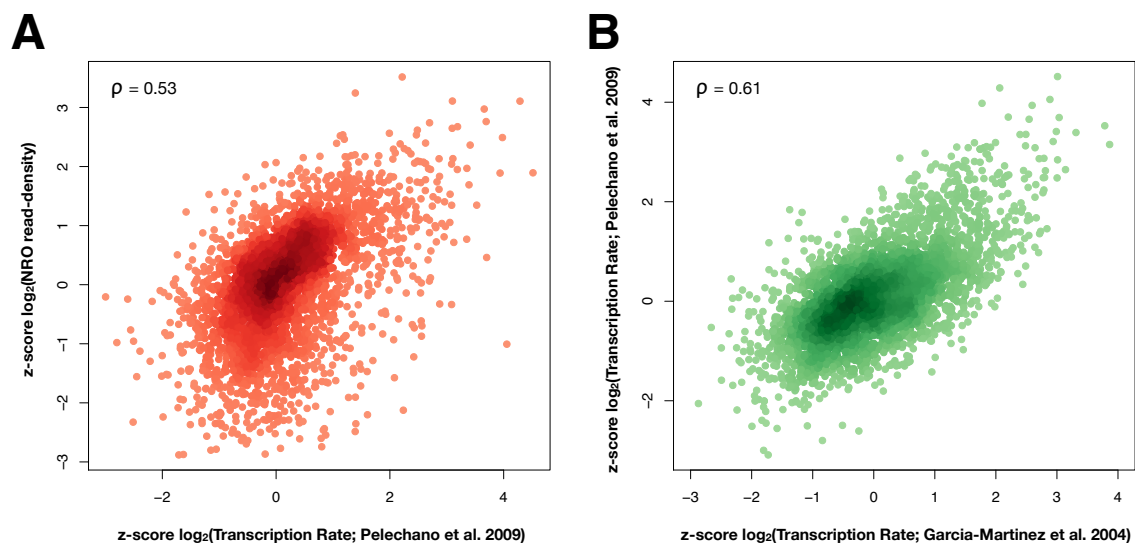

**Figure S1. Correlation between measurements of nascent transcription in yeast. (A)** Correlation between our NRO data and Pelechano et al. (2009) [1] estimates of transcription rate (Spearman's  $\rho = 0.53$ ). **(B)** Correlation between García-Martínez et al. (2004) [2] and Pelechano et al. (2009) [1] estimates of transcription rate (Spearman's  $\rho = 0.61$ ).

# Supplementary material for: Genome-Wide Analysis of Nascent Transcription in Saccharomyces cerevisiae
**Source:** G3 (Bethesda). 2011 Dec 1;1(7):549–58. doi: 10.1534/g3.111.000810
**Supplement:** Supporting Information

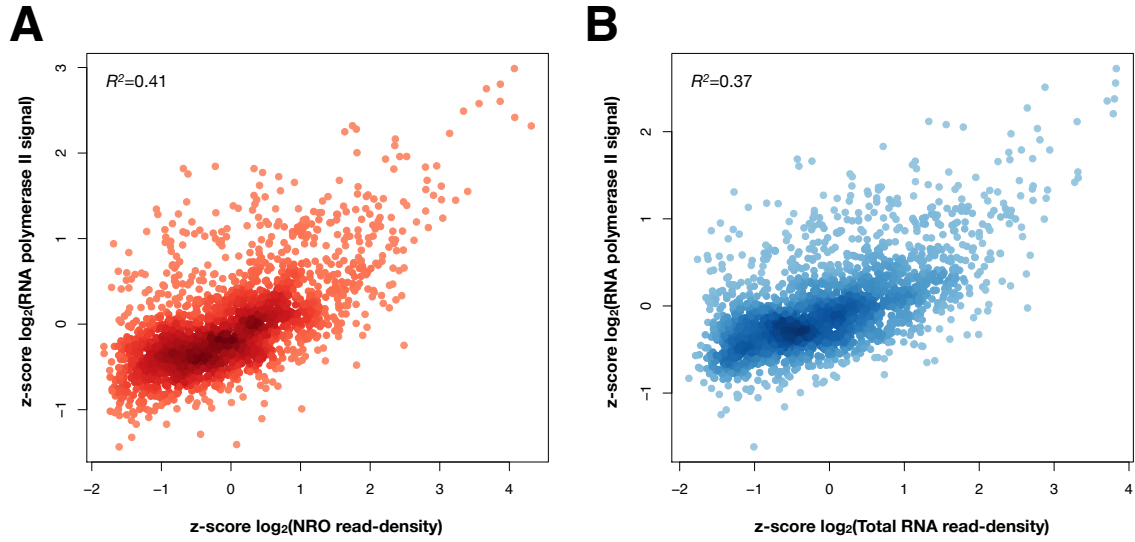

**Figure S3. RNA polymerase II density is better correlated with nascent transcription than with transcript abundance.** Correlation between NRO (A) and total RNA (B) read densities to RNA polymerase II density from Lefrancois et al. 2009 study [3] within non-overlapping transcript models (Pearson's  $R^2 = 0.41$  and  $R^2 = 0.37$ , respectively).

# Supplementary material for: Genome-Wide Analysis of Nascent Transcription in Saccharomyces cerevisiae
**Source:** G3 (Bethesda). 2011 Dec 1;1(7):549–58. doi: 10.1534/g3.111.000810
**Supplement:** Supporting Information

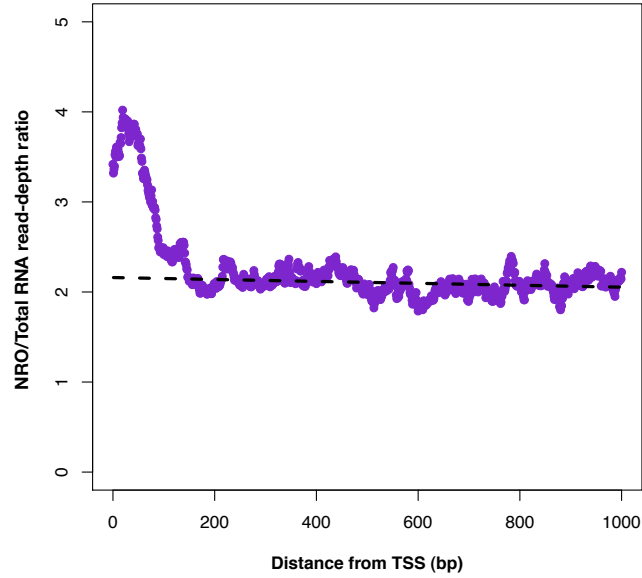

**Figure S5. The NRO to total RNA read depth ratio is drastically increased near TSSs.** The average ratio of NRO and total RNA read depth is plotted as a function of distance from TSSs for 2,530 genes that are transcriptionally active in both libraries. Dashed line represents the linear model regressed from positions 100-1000 bp. We observe a relatively constant ratio, beginning about 100 bp downstream of the TSS and continuing to the 3' end. However, this ratio was twice as high within the first 100 bp downstream of the TSS, suggesting that the enrichment of nascent transcription is specific to the promoter-proximal region.

# Supplementary material for: Genome-Wide Analysis of Nascent Transcription in Saccharomyces cerevisiae
**Source:** G3 (Bethesda). 2011 Dec 1;1(7):549–58. doi: 10.1534/g3.111.000810
**Supplement:** Supporting Information

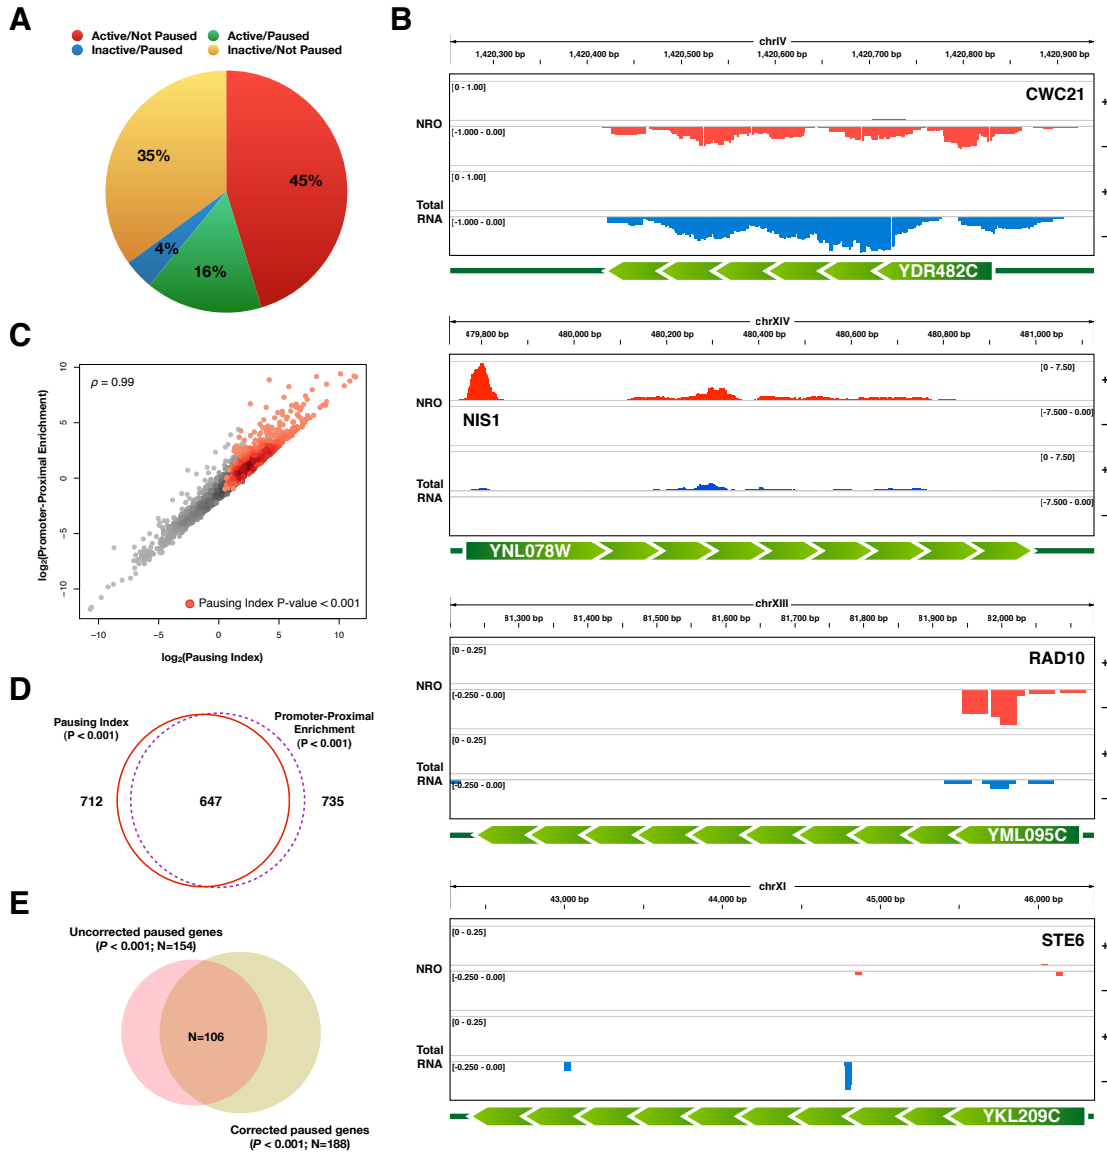

**Figure S7. (A)** Distribution of genes in the ‘active/not paused,’ ‘active/paused,’ ‘inactive/paused’ and ‘inactive/not paused’ categories as determined from NRO read densities in the promoter-proximal 100 bp and body of the gene ( $\geq 101$  bp downstream of TSS). To identify genes with promoter-proximal enrichment of RNA polymerase II activity we applied a strategy similar to the one described by Core et al. (2008), which allows a classification of genes by pausing and activity. We calculated for each gene a pausing index consisting of the ratio of read density in the promoter-proximal region (the 100 bp downstream of the TSS) relative to that in the body of the gene (from 101 bp downstream of the TSS to the termination site). We classified genes as ‘paused’ if the NRO read density within the promoter-proximal region was significantly higher than in the body of the gene ( $P < 0.001$ ), or ‘not paused’ if this condition was not met. For both ‘paused’ and ‘not paused’ genes, a gene was considered ‘active’ if the NRO read density from 201 bp downstream of the TSS was significant ( $P < 0.01$ ), or ‘inactive’ if it was not. **(B)** Examples of genes classified by pausing versus activity. IGV genome browser views (<http://www.broadinstitute.org/igv>) of NRO (red) and total RNA (blue) read density in transcript models for prototypical genes classified as ‘active/not paused’ (*CWC21*), ‘active/paused’ (*NIS1*), ‘inactive/paused’ (*RAD10*), and ‘inactive/not paused’ (*STE6*). With the exception of *RAD10*, the region shown encompasses the transcript model (from TSS to termination site). Normalized read depth is shown in the plus and minus strands as positive and negative values, respectively. Read depth range is indicated between brackets. Transcript models are schematized below each gene with arrows in green indicating the coding region of each gene. **(C)** Correlation between the modeled promoter-proximal enrichment and pausing

indices. For each gene, read depth from 101 bp downstream of the TSS was used to generate a linear model of read depth throughout the transcript. Expected read density in the promoter-proximal 100 bp was extrapolated from linear models with natural intersects. A promoter-proximal enrichment ratio of the observed over the predicted read density was then estimated and compared to the pausing indices reported in this study. The correlation between promoter-proximal enrichment and pausing indices is shown for 2,578 genes with significant read densities in NRO and total RNA libraries, grey dots. Transcripts with statistically significant pausing indices ( $P < 0.001$ ) are highlighted in red. The significance of promoter-proximal enrichment was determined by testing for significance of the observed read depths against the expected values using a Poisson test. **(D)** The overlap between genes with significant ( $P < 0.001$ ) promoter-proximal enrichments ( $N = 735$ , dotted purple circle) and genes with significant ( $P < 0.001$ ) pausing indices ( $N = 712$ , solid red line) is shown. **(E)** Sequencing bias does not drive pausing classification. To examine the effect of sequencing biases on the analysis of pausing, we examined sequencing bias in genes with steady-state transcript levels two-fold above the mean ( $N = 414$ ). In this set of high-abundance transcripts, we calculated the sequencing bias as the adjustment ratio ( $\psi$ ) of total RNA library read density in the promoter-proximal 100 bp and the gene body. NRO read density in the promoter-proximal 100 bp was normalized by the derived, transcript-specific adjustment ratio ( $\psi$ ) for each gene. Transcripts were then analyzed for pausing using the Poisson test described above following corrections. ~70% of the genes determined to be paused in the standard ('uncorrected') analysis remain classified as paused after read density adjustment ('corrected') in the NRO libraries.

# Supplementary material for: Genome-Wide Analysis of Nascent Transcription in Saccharomyces cerevisiae
**Source:** G3 (Bethesda). 2011 Dec 1;1(7):549–58. doi: 10.1534/g3.111.000810
**Supplement:** Supporting Information

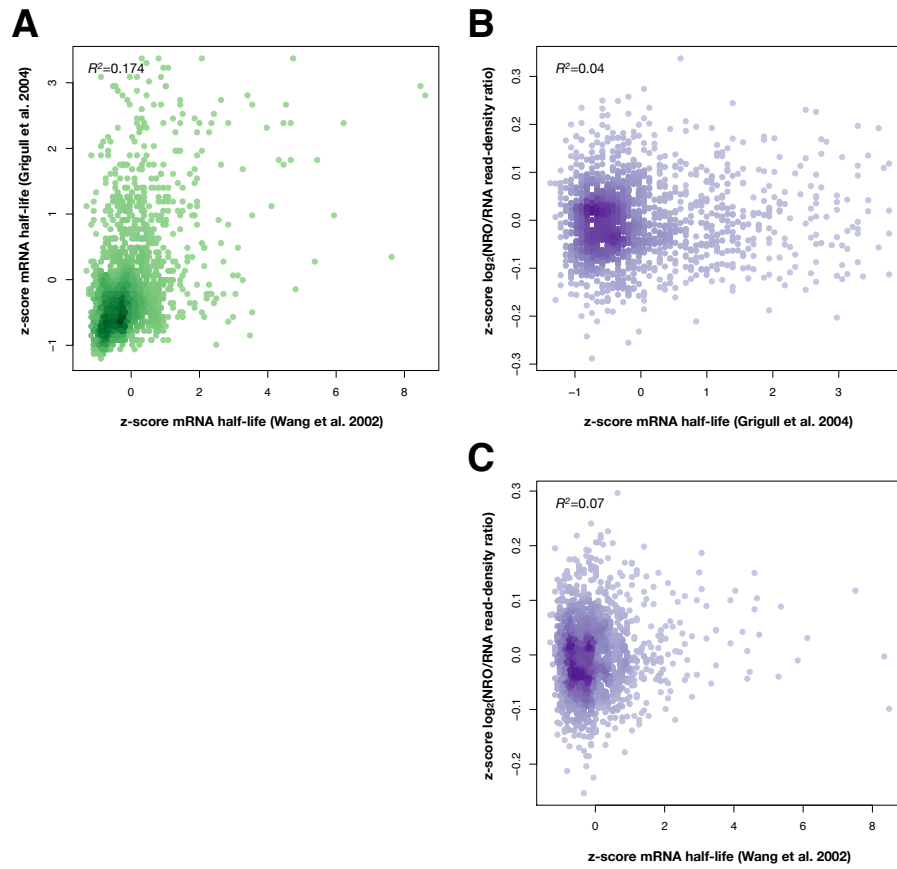

**Figure S10. Correlation between estimates of yeast RNA stability.** (A) Correlation between mRNA half-life measurements by Grigull et al. (2004) [4] and Wang et al. (2002) [5] (Pearson's  $R^2 = 0.174$ ). (B, C) Correlations between our calculated nascent transcript stability and Grigull et al. (2004) [4] (B) or Wang et al. (2002) [5] (C) data sets (Pearson's  $R^2 = 0.04$  and  $R^2 = 0.07$ , respectively).

# Supplementary material for: Genome-Wide Analysis of Nascent Transcription in Saccharomyces cerevisiae
**Source:** G3 (Bethesda). 2011 Dec 1;1(7):549–58. doi: 10.1534/g3.111.000810
**Supplement:** Supporting Information

**Table S1. Specificity of enrichment of nascent biotinylated RNA on Streptavidin beads.**

| <b>Gene</b>    | <b>UTP (average Cp)</b> | <b>B16UTP (average Cp)</b> | <b>Fold enrichment (x)</b> |
|----------------|-------------------------|----------------------------|----------------------------|
| <b>RDN18-1</b> | 17.82                   | 13.26                      | <b>23.6</b>                |
| <b>ACT1</b>    | 30.9                    | 26.5                       | <b>21.1</b>                |
| <b>RPL28</b>   | 31.13                   | 27.99                      | <b>8.9</b>                 |

Average Cp values correspond to the average cross-point values from triplicate qPCR reactions.

# Supplementary material for: Genome-Wide Analysis of Nascent Transcription in Saccharomyces cerevisiae
**Source:** G3 (Bethesda). 2011 Dec 1;1(7):549–58. doi: 10.1534/g3.111.000810
**Supplement:** Supporting Information

**Table S2. Specificity of enrichment of *in vitro* synthesized biotinylated *Arabidopsis thaliana* RNA on Streptavidin beads.**

| Transcript       | UTP-RNA<br>(Average Cp) | B16UTP-RNA<br>(Average Cp) | Fold enrichment (x) |
|------------------|-------------------------|----------------------------|---------------------|
| ELF3 (779-926)   | 33.39                   | 29.4                       | 15.9                |
| ELF3 (2631-2795) | 37.8                    | 32.52                      | 38.8                |

*Average Cp values correspond to the average cross-point values from triplicate qPCR reactions*

# Supplementary material for: Genome-Wide Analysis of Nascent Transcription in Saccharomyces cerevisiae
**Source:** G3 (Bethesda). 2011 Dec 1;1(7):549–58. doi: 10.1534/g3.111.000810
**Supplement:** Supporting Information

**Table S3. Sequencing data acquisition and mapping statistics.**

| Library                                                                          |     | Reads<br>acquired | Reads<br>mapped | Percent<br>mapped | Unique, non-<br>rRNA reads | Percent unique,<br>non-rRNA reads |
|----------------------------------------------------------------------------------|-----|-------------------|-----------------|-------------------|----------------------------|-----------------------------------|
| 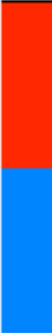 | NRO | 63,688,617        | 55,409,215      | 87.00%            | 2,492,414                  | 4.50%                             |
|                                                                                  | RNA | 83,607,712        | 83,148,829      | 99.45%            | 939,582                    | 1.13%                             |

# Supplementary material for: Genome-Wide Analysis of Nascent Transcription in Saccharomyces cerevisiae
**Source:** G3 (Bethesda). 2011 Dec 1;1(7):549–58. doi: 10.1534/g3.111.000810
**Supplement:** Supporting Information

**Table S6. Sequencing data acquisition and mapping statistics of heatshock libraries.**

| <b>Library</b>        | <b>Reads<br/>acquired</b> | <b>Reads<br/>mapped</b> | <b>Percent<br/>mapped</b> | <b>Unique, non-<br/>rRNA reads</b> | <b>Percent<br/>unique,<br/>non-rRNA<br/>reads</b> |
|-----------------------|---------------------------|-------------------------|---------------------------|------------------------------------|---------------------------------------------------|
| <b>NRO (HS)</b>       | 19,918,770                | 11,423,271              | 57.35%                    | 378,273                            | 3.31%                                             |
| <b>Total RNA (HS)</b> | 70,159,160                | 69,502,678              | 99.07%                    | 656,630                            | 0.94%                                             |

How the deposited data were processed for this re-analysis (not part of the article)

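The study sequenced RNA from *S. cerevisiae* by 2 kinds of strand-specific library. NRO libraries hold nascent RNA that was labelled with biotin-UTP in permeabilized cells and selected on streptavidin beads, and total RNA libraries were made without the selection. The labels list 13 libraries, 3 in each of the groups NRO, total RNA, NRO (HS) and total RNA (HS), and 1 NRO library from 3′ ends, which was not analysed here. Cultures were in log growth at 30° or had been kept for 20 min at 39°.

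The authors aligned the reads to sacCer2 with Maq, kept alignments with a high mapping quality, left out rDNA, merged the replicates of each group and summed the depth of each base over transcript models that do not overlap on the same strand. The deposited values are signal, that is coverage: the summed depth of a region and the read density, both scaled to the bases acquired in the library. The read density is the mean depth over the mappable nonintronic bases of a region from 201 bp downstream of the TSS. There is 1 pooled value per gene and group. No replicate spread, no p-value across replicates and no count model across replicates could therefore be used. Binomial tests and Poisson draws on reads estimated from the depth cover counting error only. The read densities are identical to those of Table S7 for its 304 genes. The design foresaw the authors' significance of each gene against the intergenic background as the gene set. That significance was not used here, and genes with a read density above 0 in the libraries compared took its place.

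From the deposited coverage, the value of 1 base of depth was recovered as the common step of the depths, which gives the bases acquired. The read length was taken as the length that divides most low depths. Estimated reads are the depth over the read length, and since reads at the edge of a region count in part, they are estimates. Their totals were 2491144 for NRO, 894262 for total RNA, 378273 for NRO (HS) and 656630 for total RNA (HS), with medians of 69.0, 23, 8 and 11 reads per model. Intervals of ratios are exact binomial 95% intervals on estimated reads, intervals of shares are Wilson 95% intervals, and both cover counting error only, without the error between cultures.

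Correlations are Pearson r² on log2 read density across genes. Gene lists were placed in the ranking of log2(NRO / total RNA) by the percentile of their median among 10000 random lists matched on deciles of mean log2 density, and a percentile outside the middle 95% was taken as apart from the random lists. A ratio of 2 or more in total RNA defined the genes with higher RNA abundance, and an NRO ratio above 1 a higher transcriptional activity. A gene at 0 in NRO (HS) counted as not higher. The Hsf1 or Msn2/4 genes are those that Table S7 marks. Gene names, products and sequence composition came from the R64 assembly, in which 4259 of the 4280 models were found by their systematic name. Coordinates are those of the authors' values in sacCer2 and give the region used, not the whole gene. The genes named by rule are those that the paper names and those with the 5 highest and 5 lowest ratios. The rule also holds the 5 largest rises of total RNA and the 3 largest rises without a higher NRO value. These extremes were each taken among genes with a mean log2 density at or above the median. Outside this rule, RPL34B, RPL34A and RPS17B were named as the genes with the most intronic reads. HMF1, POM33 and YGP1 were named as Hsf1 or Msn2/4 genes without a higher NRO value. Both choices were made after the values were seen.

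The steps were tested on simulated data. In reads drawn from the real rates, 200 genes were changed 4-fold, as rises or falls. They were taken only from genes with at least 10 expected total RNA reads, so that recovery at lower depth was not tested. The 2-fold limit with the binomial test recovered 171 of 200 and called 0 of the unchanged genes among 3427. The 2-fold limit alone called 195 unchanged genes as higher. Of 100 random lists of 50 genes, 5 lay beyond the percentile limits, and 99 of 100 lists moved by 1 on the log2 scale lay above the upper limit. Lists as short as the core histone, translation elongation and drug transport lists were not simulated. Planted read lengths of 36 and 38 bases were both recovered.

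The alternatives covered the gene set, a filter on low values, a pseudocount of 0.01, rank correlation, the linear scale, region length, the matching of random lists, centring on the median of all genes, the fold limit and the treatment of genes at 0. Further settings, among them limits on estimated reads, on mappable bases and on extreme ratios, were added after the data had been seen. A total of 12 columns of other depths and densities, 3 for each pooled library, was not used. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Replicate correlations, pausing, antisense transcription, polymerase occupancy, published half-lives and the genes of Gasch et al. were not analysed here.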

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

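Both results below concern genes that lost total RNA after heat shock. The paper plots the changes of all significantly expressed genes in Figure 6 and includes them in a correlation, but its text names and counts no genes with a loss. The tests against the scaling of the libraries, the draws with a median shift and the split by the number of reads were chosen only after the results were seen, whereas the test of all genes against draws without a change was written before.

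Of the 3282 genes with a total RNA density above 0 in both conditions, 909 were at least 2-fold lower in total RNA (HS), against 335 that were at least 2-fold higher. Counting noise alone is argued against by 1000 Poisson draws with no change between the libraries, in which a mean of 162 genes and at most 209 were as low. With the median change of all genes built into the draws, the mean was 350 and the highest draw 405. Among genes with at least 10 reads in both libraries, 384 of 2130 were at least 2-fold lower, against a mean of 57.9 in the shifted draws. The scaling to the bases acquired could place all genes too low after heat shock, since the median log2 change of all genes was -0.41 in total RNA. Relative to that median, 577 genes were still at least 2-fold lower, above the highest draw without a change, so that the scaling is argued against as the whole cause of the lower genes. The excess of lower over higher genes is another matter. After centring, the lower genes made up 52.3% of the genes that were 2-fold apart (Wilson 95% interval 49.3% to 55.2%), and centring removes most of such an excess by itself. For this excess, a scaling effect and a fall of RNA in most genes cannot be told apart, because the densities are shares of each library and the amount of RNA per cell was not used here. The 10 genes with the most depth held 17.5% of the depth of the models in total RNA and 20.8% in total RNA (HS). Heat shock itself, at 39° for 20 min, stays open as an untested explanation, and so does any difference between the cultures or library preparations of the log growth and heat shock experiments, which coincide with the condition.

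The ribosomal protein genes, which the paper discusses in log growth, had a median log2 change of -1.50 in total RNA after heat shock (94 genes), below all 10000 random lists matched on mean density. Total RNA was lower in 89 of the 94 genes, and in 85 relative to the median of all genes. The scaling to the bases acquired is argued against as the cause, because the median change relative to all genes was -1.10. The NRO change of the same genes was smaller, with a median of -0.37, or -0.26 relative to all genes, at the percentile of 0.04, and 67 of the 94 genes were lower. Counting noise is a weak candidate explanation for these genes, since a median of 121 total RNA reads stood behind the ranked genes of this list in log growth, and a mean of 162 genes in the whole set fell 2-fold in the draws without change. Reads shared between duplicated ribosomal protein genes would be left out of both conditions. Whether they were left out alike was not tested, and total RNA reads had 38 bases in log growth and 36 after heat shock. A loss of ribosomal protein transcripts at 39° stays a hypothesis, with the difference between cultures as the confounder, and whether the total RNA change differs from the NRO change beyond the error between cultures was not tested.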

How the results depend on the processing

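Apart from those named as added, the alternatives, the gene lists and the rule for named genes were set before the data were examined. The added ones, among them limits on reads, trimmed ratios, lists by annotation terms and the settings for introns, were chosen only after the data had been seen. No paired analysis was possible because each condition has 1 pooled value per gene, which merges its libraries. For the same reason, leaving out 1 library was not possible. Alternatives set in advance that need a P value of each gene (P below 0.001, an adjusted P, and genes significant in all 4 libraries) were not run, since the gene set was defined by a density above 0. Of the settings tried, 49 left the result within its limits, 37 moved it past them, 2 took a gene list inside the range of random lists and 3 changed the side of the middle. In 10 more the outcome was fixed and says nothing on stability, because the set of all genes above 0 is the one reported, and a pseudocount cannot change which of 2 NRO values is higher. Unless said otherwise, the cause was not tested.

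A pseudocount of 0.01 raised the r² to 0.829 in log growth, to 0.848 after heat shock and to 0.180 for the changes, and it lowered the count of 2-fold genes to 169. By construction it brings in genes at 0 and pulls low values together. The linear scale gave an r² of 0.768 in log growth and 0.688 after heat shock. Genes at or above the median density gave 0.639 in log growth, 0.348 for the changes, a count of 94 and a share with higher NRO of 88.5%. This filter leaves fewer genes and a narrower range of densities. It also put drug transport at the percentile of 97.0, with 4 genes left, and translation elongation at 51.5.

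Limits on reads in both libraries were added. In log growth they gave an r² of 0.724 from 10 reads, 0.713 from 20 and 0.681 from 50, and a limit of -7 on the log2 density gave 0.698. After heat shock, 10 reads gave 0.801. For the changes the r² was 0.277 from 5 reads, 0.318 from 10, 0.325 from 20 and 0.380 from 50. It was 0.254 above the lowest 40% of genes and 0.310 above the lowest 50%. With a change of 0 for genes at 0 in NRO (HS) it was 0.116, and without the 2-fold genes 0.0607. Leaving out the extreme 5% of ratios on each side gave 0.842 in log growth and the extreme 1% gave 0.779, which raises the r² by construction.

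The count of 2-fold genes was 527 when centred, 166 at a limit of 3, 197 with the binomial test and 161 from 10 reads. The last 3 are stricter by construction. With total RNA reads counted at 36 bases in place of 38, which was added, the binomial test gave 199 and the limit of 10 reads 166. The share with higher NRO was 78.0% without genes at 0, and it was 50.4% when 1.5-fold was required, or 70% for the Hsf1 or Msn2/4 genes. The place of translation elongation was 69.1 with lists matched on total RNA density. Protein kinases were at 95.7 with lists matched on length, and the nucleosome assembly terms gave 0.085 in place of the core histones, with no gene in common. By such terms the other lists kept their side, at 0 for ribosomal proteins, 32.2 for elongation, 99.2 for drug transport and 98.8 for protein kinases. The intronic share in NRO over total RNA was 2.98 as a median over genes, 2.05 without ribosomal protein genes and 2.07 without the 3 genes with the most intronic reads. It stayed above 1 in each of these.

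The ribosomal protein list stayed at or below the percentile of 0.01 in every setting, and the Spearman rank correlation left each r² within its interval. Depth limits the heat shock results, because 1322 models have no NRO (HS) reads. Of the 335 genes at 2-fold, 174 have fewer than 10 reads in a total RNA library.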

Differences from the paper's values

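The r² of NRO and total RNA in log growth was 0.741 over 3400 genes, where the paper's value is 0.80 over a smaller set of genes. None of the alternatives set before the data were examined closed the gap. The pseudocount gave 0.829, the linear scale 0.768, the Spearman rank correlation 0.755, regions of at least 500 bp 0.749, genes other than ribosomal protein genes 0.732 and genes at or above the median density 0.639. Of the settings chosen after seeing the values, trimming 1% of the ratios at each end gave 0.779 and trimming 5% gave 0.842, on either side of the paper's value.

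The r² of the changes after heat shock was 0.143 over 2781 genes, where the paper's value for all genes is 0.24. The paper's figure of these changes plots significantly expressed genes, a filter not used here, so that the gene sets may differ. Again none of the alternatives set before the data were examined closed the gap, with 0.180 for the pseudocount, 0.132 for the rank correlation, 0.0607 without the 2-fold genes and 0.348 for genes at or above the median density. Among settings chosen after seeing the values, genes above the lowest 40% in all 4 libraries came closest, at 0.254, followed by genes with at least 5 reads, at 0.277.

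The paper places genes of translational elongation among those with the greatest ratios of transcriptional activity to steady-state level. The list of 7 elongation factor genes had a median log2 ratio of -0.31, with 1 gene above the median of all genes and none in the top decile. The 9 genes that the annotation links to translational elongation, a list chosen after seeing the values, had a median of -0.45. Their percentile was 32.2, so that this list did not have high ratios either. The terms of this annotation are incomplete, since its nucleosome assembly list holds no core histone. The paper's own gene lists and its enrichment at the ends of the ranking were not tested here. The paper places genes of nucleosome assembly among the lowest ratios. The median of the 6 ranked core histone genes was 0.39, and 4 of them lay above the median of all genes. HTA2 and HHT1, at 0 in NRO, were left out of this median. With a pseudocount of 0.01, which keeps all 8 genes, the percentile was 58.4, in place of 82.1. With the genes that the annotation links to nucleosome assembly, a list chosen after seeing the values, the median of 9 genes was -1.31, in the direction the paper states.

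The number of genes at 2-fold or more was 335, where the paper's value is 304, which is within the limit of 1.5 times set for counts. With only genes above 0 in NRO and at least 90% mappable bases the count was 304, the same genes as in Table S7. That rule was chosen after seeing the values, from the genes that were left out of the table and from the lowest mappable share in it, 90.1%. The share of those genes with higher NRO was 65.1%.

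The paper states 1 read length for all libraries, whereas the depths of the total RNA library in log growth step by 38 bases and those of the other 3 by 36. Its total at 38 bases was 894262 reads, where the paper's value is 939582. At 36 bases, a setting chosen after seeing the values, it would be 943943, closer to the paper's value.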

Other observations

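The tests of counting noise split by the number of reads, and the draws with a median shift, were chosen only after the result was seen, and so was the limit of 50 reads. The other tests below were added after the data had been seen, and were written down before their own values were known.

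Counting noise was tested for the genes at 2-fold or more in total RNA after heat shock. In Poisson draws with no change a mean of 181 genes reached 2-fold, and the 335 observed lie above the highest of the draws, 221, so that noise is argued against as the whole cause. For genes with at least 10 reads in both libraries the mean was 10.6, against 161 observed. Of the 174 genes with fewer reads, 43 are past the adjusted binomial test, against a mean of 3.59 and at most 12 in the draws, so that noise is also argued against as the whole cause for these genes. For the other 131 genes the draws gave 167 without a change, and 98.0 with the median shift of all genes, where the highest draw was 126. Because the answer depends on the shift, real changes and counting noise cannot be told apart for these 131 genes at this depth.

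The weak correlation of the heat shock changes may owe part of its weakness to counting noise, since the r² rose to 0.380 for genes with at least 50 reads in all 4 libraries. Such genes are also the more highly expressed ones, which was not separated from the number of reads. No biological explanation was tested.

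Total RNA carried over into the NRO libraries could raise the correlation of both measures in log growth. The paper gives a share of up to 11%. With that share of the total RNA density taken off the NRO density, the r² over the 3352 genes left fell from 0.768 to 0.676. This fall of 0.0917 is close to the limit of 0.1 set for the test, so that carry-over is argued against as the source of most of the correlation, while a part of it stays open. The heat shock libraries were not tested in this way.

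The label in the run-on is on uridine, so that the uridine content of a transcript could change its capture. Across 3394 genes the Spearman rho of the log2 ratio and the uridine content was 0.0741. With random lists matched on uridine content, the percentile was 0 for the ribosomal protein genes, 100 for the drug transport genes and 99.8 for the protein kinase genes, which argues against uridine content as the cause of their places.

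The length of the region was related to the ratio across genes, with a rho of 0.224 in log growth and of 0.0512 after heat shock. Length may account for the high place of the protein kinase genes, whose percentile was 95.7 with random lists matched on length and whose median region is 1989 bases long, against 1361 for all ranked genes. The ribosomal protein genes at 0.01 and the drug transport genes at 100 kept their places in that comparison. Stability of the transcripts was not tested apart from length.

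After heat shock the drug transport genes had a median log2 change of -1.25 in NRO, at the percentile of 0.36, and 13 of 14 genes were lower, also relative to the median of all genes. In total RNA their median change was -0.07, or 0.33 relative to the median of all genes. The 4 core histone genes with values in all libraries had median changes of -3.08 in total RNA and -2.38 in NRO, or -2.68 and -2.27 relative to all genes. HHT2 fell to 0.300 of its log growth density in NRO (counting interval 0.217 to 0.407) and to 0.292 in total RNA (0.215 to 0.394), with 44 NRO (HS) and 55 total RNA (HS) reads. The other 3 genes had few reads after heat shock. HHF1 had 3 NRO (HS) reads and 1 total RNA (HS) read, HTB1 had 12 and 4, and HTA1 had 1 and 6. The counting interval of the NRO ratio of HTA1, 0.00618 to 1.54, includes 1, so that a fall of its NRO value was not detectable at this depth. For the protein kinase genes the median relative to all genes was 0.38 in total RNA and -0.26 in NRO. The log2 ratios of NRO to total RNA in log growth and after heat shock had a Pearson r of 0.353 across 2781 genes, and of 0.541 across the 1827 genes with at least 10 reads in each library. The intronic density after heat shock was 11.9% of the exonic density in NRO (HS) and 8.46% in total RNA (HS). The ratio of these shares was 1.40, from 233 and 249 intronic reads, against 2.52 in log growth.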
